# Intrinsic TGF-β signaling attenuates proximal tubule mitochondrial injury and inflammation in chronic kidney disease

**DOI:** 10.1038/s41467-023-39050-y

**Published:** 2023-06-03

**Authors:** Merve Kayhan, Judith Vouillamoz, Daymé Gonzalez Rodriguez, Milica Bugarski, Yasutaka Mitamura, Julia Gschwend, Christoph Schneider, Andrew Hall, David Legouis, Cezmi A. Akdis, Leary Peter, Hubert Rehrauer, Leslie Gewin, Roland H. Wenger, Stellor Nlandu Khodo

**Keywords:** Energy metabolism, Chronic kidney disease, Chronic inflammation

## Abstract

Excessive TGF-β signaling and mitochondrial dysfunction fuel chronic kidney disease (CKD) progression. However, inhibiting TGF-β failed to impede CKD in humans. The proximal tubule (PT), the most vulnerable renal segment, is packed with giant mitochondria and injured PT is pivotal in CKD progression. How TGF-β signaling affects PT mitochondria in CKD remained unknown. Here, we combine spatial transcriptomics and bulk RNAseq with biochemical analyses to depict the role of TGF-β signaling on PT mitochondrial homeostasis and tubulo-interstitial interactions in CKD. Male mice carrying specific deletion of *Tgfbr2* in the PT have increased mitochondrial injury and exacerbated Th1 immune response in the aristolochic acid model of CKD, partly, through impaired complex I expression and mitochondrial quality control associated with a metabolic rewiring toward aerobic glycolysis in the PT cells. Injured S3T2 PT cells are identified as the main mediators of the maladaptive macrophage/dendritic cell activation in the absence of *Tgfbr2*. snRNAseq database analyses confirm decreased TGF-β receptors and a metabolic deregulation in the PT of CKD patients. This study describes the role of TGF-β signaling in PT mitochondrial homeostasis and inflammation in CKD, suggesting potential therapeutic targets that might be used to mitigate CKD progression.

## Abstract (web summary)

Chronic kidney disease (CKD) is a disease that irreversibly leads to loss of renal function. Here, the authors demonstrate the beneficial effect of intrinsic TGF-b signaling on mitochondrial function and inflammation in the proximal tubule epithelium in response to kidney injury.

## Introduction

Renal metabolic reprogramming and inflammation accompany the progression of chronic kidney disease (CKD)^1,2^, which affects about 10% of humans worldwide and increases the risk of cardiovascular disease^3–5^. Excessive TGF-β signaling and mitochondrial dysfunction enhance the progression of CKD^6–11^.

Transforming growth factor beta (TGF-β) is a pleiotropic factor that promotes renal fibrosis in CKD. Epithelial TGF-β signaling requires the binding activation of a serine/threonine kinase receptor, the TGF-β type II receptor (Tgfbr2 or TβRII) which subsequently activates the type I receptor (ALK5) and downstream SMAD-dependent and -independent effectors leading to the expression of diverse TGF-β target genes^12–14^. The TGF-β type III receptor is a membrane proteoglycan that acts as a co-receptor with other TGF-β receptors^15^. TGF-β signaling regulates a broad spectrum of biological processes involved in tissue homeostasis and injury response including cell growth and differentiation, migration, survival, and death^14,16–19^. TGF-β is a multi-faceted cytokine that mediates pro-and anti-inflammatory responses depending on the microenvironment and the targeted cell types. However, global TβRII or TGF-β1 knockout cause lethal inflammatory disorders in mice^20–23^. Despite its notoriety in promoting renal fibrosis, the hallmark of CKD progression, pharmacological inhibition of TGF-β signaling has not yet translated into successful therapy in humans^19^. We previously demonstrated that genetic deletion of TβRII in the proximal tubule (PT), the most metabolic and vulnerable renal segment, aggravates cortical fibrosis in two models of CKD^24^. However, cellular mechanisms underlying TGF-β’s beneficial effect remained unclear.

Mitochondrial dysfunction has been implicated in a broad range of inherited and acquired renal diseases, including tubular defects (Fanconi and Bartter-like syndromes), cystic disease, acute kidney injury, and glomerular diseases^25^. Numerous studies have reported disruption of mitochondrial respiration in CKD, notably inactivation of complex IV in CKD patients^7,26^. Mitochondria dysfunction in podocytes promotes glomerular diseases and proteinuria^27,28^, and uremic toxins reportedly impair electron transport chain (ETC) function and cause cell dedifferentiation^29^.

The PTs constitute the most sensitive renal segments to injury partly due to its high metabolic rate and oxygen dependency, but also its higher exposure to diverse toxins. PT cells rely on their abundant mitochondria and oxidative phosphorylation (OXPHOS) to generate the energy needed to support their re-absorptive function. To survive and preserve their function, PT cells require a sophisticated mitochondrial quality control including biogenesis, mitophagy, and reactive oxygen species (ROS) buffering system. Injured PT cells acquire a secretory phenotype and play a pivotal role in the pathogenesis of CKD, likely through the paracrine effects of their secretome on the renal interstitium^30,31^.

To define how TGF-β signaling affects PT mitochondrial homeostasis and tubulo-interstitial interactions in CKD, we deleted TβRII in the PT, injured mice with aristolochic acid (AA), a nephrotoxic compound causing PT injury and CKD in humans, and investigated mitochondrial integrity and inflammation. This study demonstrates that deleting TβRII in the PT worsens mitochondrial injury, partly by disrupting mitochondrial quality control, leads to a metabolic switch toward aerobic glycolysis (Warburg-like effect) and exacerbates Th1 inflammatory response in CKD.

## Results

### Proximal tubule TβRII deletion enhances renal remodeling and susceptibility to CKD

Injured PT cells play a pivotal role in the pathogenesis of CKD. To test how PT TGF-β signaling affects tissue remodeling and CKD progression, we injured mice with AA and analyzed renal injury and fibrosis using spatial transcriptomics (Visium) and biochemical approaches. Visium dataset integration and cluster annotation using the GSE151658 database^32^ identified the main renal cell types (Fig. 1a and Supplementary Fig. 1a–d). Cluster resolution on kidney slices revealed impaired renal cortico-medullary organization in injured kidneys as compared to uninjured kidneys (Fig. 1b, Supplementary Figs. 1 and 2 and Supplementary Table 3). Consistent with previous studies^33^, PT cells represented ~50% of the whole kidney mRNA (51.1% in Tgfbr2^fl/fl^ and 55.6% in γGT-Cre;Tgfbr2^fl/fl^). Cell type proportion analysis and Fisher’s exact test (*p* < 0.05 and OddsRatio) indicated possible tissue remodeling at baseline and upon injury (Fig. 1c). *S1* PT cells proportion was higher in uninjured γGT-Cre;Tgfbr2^fl/fl^ compared to Tgfbr2^fl/fl^ (OR = 2.499), whereas myofibroblast and stromal cells (*Myo/St. mixed*) were lower in uninjured γGT-Cre;Tgfbr2^fl/fl^ (OR = 0.5172), implying the importance of TGF-β signaling in basal PT remodeling and interstitial cellularity. Expectedly, *S3* PT cells could not be detected in both genotypes upon injury; and recently identified S3 type 2 PT cells (*S3T2*) were decreased in γGT-Cre;Tgfbr2^fl/fl^ (OR = 0.8)^32,34^. Renal injury triggered a higher proportion of macrophages and dendritic cells (*Macro/Dend*.) in γGT-Cre;Tgfbr2^fl/fl^ (OR = 1.779 3 weeks and 2.803 6 weeks after AA). These data suggest that genetic inhibition of TGF-β signaling in the PT affects the remodeling/survival of S3/S3T2 cells and inflammatory response under AA injury. Spatially resolved transcript images showed the increase in PT injury and fibrosis markers (Havcr1, Vcam1, and Col1a1) in γGT-Cre;Tgfbr2^fl/fl^ compared to Tgfbr2^fl/fl^ 3 weeks after AA injury (Fig. 1d), a time point where fibrosis is not marked in histology. H&E staining of kidney slices confirmed increased tubular injury (atrophy, dilatation, and flattening) score and Kim-1 mRNA levels indicated increased PT injury in γGT-Cre;Tgfbr2^fl/fl^ mice compared to their Tgfbr2^fl/fl^ littermates 6 weeks after AA (Fig. 1e, f and Supplementary Fig. 3). FACS analysis revealed an increase of CD45+ cell infiltrate in γGT-Cre;Tgfbr2^fl/fl^ mice compared to their Tgfbr2^fl/fl^ littermates 6 weeks after AA injury (Fig. 1g), supporting the cell proportion analysis and suggesting increased inflammation in γGT-Cre;Tgfbr2^fl/fl^ mice upon chronic injury. Sirius red staining of collagens indicated a significant increase of cortical fibrosis in γGT-Cre;Tgfbr2^fl/fl^ mice compared to their Tgfbr2^fl/fl^ littermate 6 weeks after injury (Fig. 1h, i). Consistently, γGT-Cre;Tgfbr2^fl/fl^ mice showed elevated blood urea nitrogen (BUN) levels, implying severe impairment of renal function (Fig. 1j). Taken together, these data demonstrated the beneficial role of TGF-β signaling in PT’s adaptive response to chronic injury, and brought out spatiotemporal insights in post-injury tubular and interstitial remodeling and fibrosis induction.

**Fig. 1:**
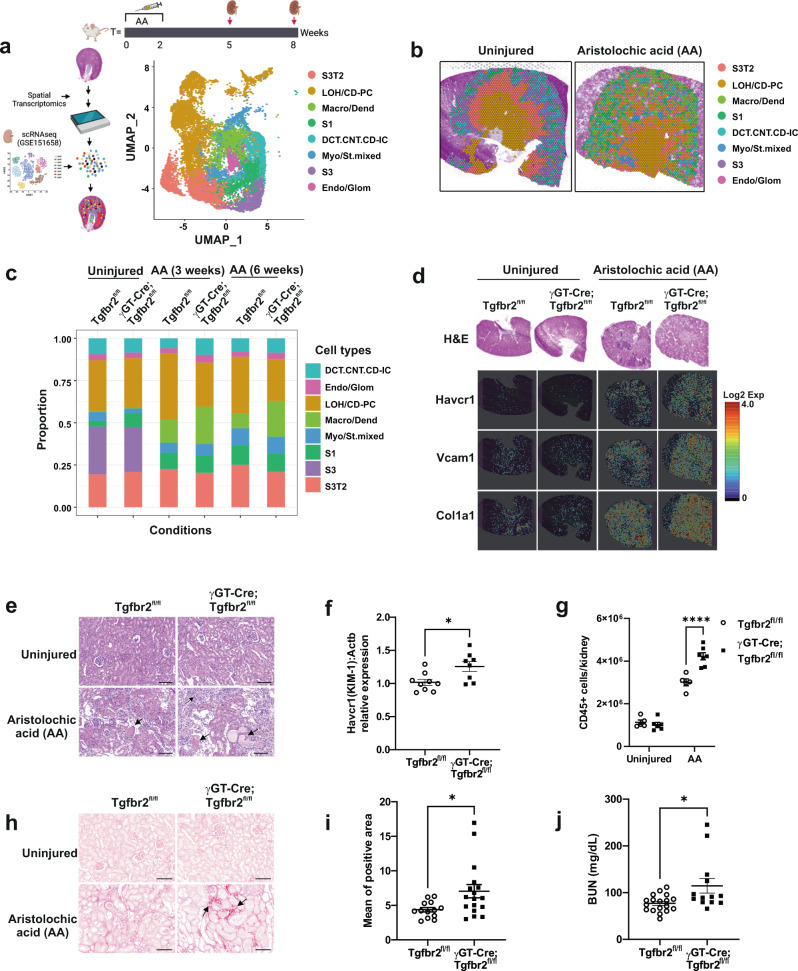
Tubulo-interstitial remodeling and increased cortical injury and fibrosis in γGT-Cre;Tgfbr2^fl/fl^ mice after AA injury. **a** Schemes illustrating AA injury design, integrated data annotation strategy and renal cell types after dataset integration (UMAP plot). S3 type 2 PT cells (S3T2); Loop of Henle and principal cells (LOH/CD-PC); macrophages and dendritic cells (Macro/Dend.); S1 PT cells (S1); distal convoluted tubular, connecting and intercalated cells (DCT.CNT.CD-IC); myofibroblasts and stromal cells (Myo/St. mixed); S3 PT cells (S3); endothelial and glomerular cells (Endo/Glom). **b** Representative spatial plots of integrated clusters resolved on uninjured and injured kidney slices showing impaired cortico-medullary organization following injury. **c** Cell type proportions per conditions in the integrated data. **d** Representative H&E staining and spatial transcriptomics Cloupe browser kidney images with resolution of proximal tubule injury and fibrotic markers at baseline and 3 weeks after AA injury (one uninjured Tgfbr2^fl/fl^ kidney, one uninjured γGT-Cre;Tgfbr2^fl/fl^ kidney, one injured Tgfbr2^fl/fl^ kidney and one injured γGT-Cre;Tgfbr2^fl/fl^ kidney). Scale bars in source data. **e** Representative H&E images of kidneys from uninjured and 6 weeks AA injured mice. Arrows indicate injured tubules and interstitial cell infiltrate. **f** Relative Kim-1 mRNA levels in renal cortices 6 weeks after AA injury measured by RT-qPCR using Actb mRNA levels for normalization; *n* = 9 (Tgfbr2^fl/fl^) and 8 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.014. **g** Quantification of CD45+ cells from uninjured and injured renal leukocytes analyzed by FACS; *n* = 6 per genotypes of uninjured mice; *n* = 5 (Tgfbr2^fl/fl^) and 7 (γGT-Cre;Tgfbr2^fl/fl^) for injured mice, *p* < 0.0001. **h** Sirius red staining of kidneys from uninjured and AA injured mice showing collagen accumulation in red. Arrows indicate fibrotic areas. **i** Quantification of Sirius red positive area; *n* = 13 (Tgfbr2^fl/fl^) and 17 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0174 (two-tailed Mann–Whitney test). **j** Plasma BUN levels measured 6 weeks after AA injury; *n* = 18 (Tgfbr2^fl/fl^) and 13 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0175 (two-tailed Mann–Whitney test). All scale bars (**e** and **h**) represent 100 μm; dots represent the number of animals per group (**f**, **g**, **i** and **j**). Data are presented as mean values ± SEM. Statistical significance was determined by unpaired Student’s *t* test (two groups) or two-way ANOVA followed by Sidak’s multiple comparisons test with *p* < 0.05 considered statistically significant unless otherwise stated. *p < 0.05; ****p < 0.0001. Source data are provided as a Source data file.

### Proximal tubule TβRII deletion worsens mitochondrial injury and function in CKD

To determine the mechanisms whereby deleting TβRII worsens PT response to chronic injury, we performed RNAseq on conditionally immortalized PT cells treated or not with H_2_O_2_ to mimic oxidative stress. 

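The cells were proximal tubule cells isolated from male mice that carried floxed alleles of Tgfbr2, the gene of TβRII, and the temperature-sensitive T antigen of the Immorto-mouse, which lets the cells divide in culture until it is switched off. TβRII-/- PT cells were derived from TβRII flox/flox PT cells by Cre recombinase in culture. Each genotype was sequenced untreated and after H_2_O_2_ for 24 h, with 3 libraries in each of the 4 groups. The paper gives the dose of H_2_O_2_ as 200 μM, and the sample labels give 200 mM. Untreated cells stayed in complete medium whereas H_2_O_2_ was given in serum-free medium, so the H_2_O_2_-treated groups differed from the untreated ones in both. The paper's methods also describe 24 h of serum starvation before H_2_O_2_ was added. The paper names a Macherey-Nagel kit for RNA isolation and the sample labels name a Qiagen kit. Stranded mRNA libraries were sequenced on an Illumina NovaSeq. The authors aligned the reads with STAR to the mouse genome GRCm38.p6 with the GENCODE M23 annotation, counted them with featureCounts and deposited the counts without normalization. Gene-level counts are described in the methods, but the deposited values are whole-number counts per transcript. They summed to between 51387170 and 69231661 per library, more than the 20.7 M to 26.7 M reads that the paper gives per library, so a read was counted on more than 1 transcript. Each gene was therefore represented by the transcript with the highest total over the 12 libraries, a choice made after the counts had been seen. These gene counts, on which all values here rest, summed to between 16296352 and 17443427 (median 16439285) in untreated TβRII flox/flox PT cells and to between 16136084 and 17645436 (median 17509058) in untreated TβRII-/- PT cells. With H_2_O_2_ they summed to between 15870155 and 17808818 (median 17659301) in TβRII flox/flox PT cells and to between 16540557 and 20857618 (median 17645086) in TβRII-/- PT cells. Genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, in 1 model of all 12 libraries with a mean for each group. The test covered the 12971 genes that passed edgeR's expression filter. Normalized counts are given for a library of 17351835 counts, the mean effective library size. Genotype separated the libraries along the first principal component, which held 81.5% of the variance, and H_2_O_2_ along the next, which held 9.16%. The genotypes were 2 cell lines, so p values between genotypes measure the spread between libraries of these lines, not between independent deletions. Loss of TβRII and other differences between the lines cannot be told apart in any comparison of genotypes here. Tgfbr2 itself was counted in every library. Before normalization it had 8791, 7521 and 7032 counts in replicates 1, 2 and 3 of untreated TβRII flox/flox PT cells, and 6485, 6895 and 6642 in those of untreated TβRII-/- PT cells. With H_2_O_2_ the counts were 13085, 13474 and 11960 in TβRII flox/flox PT cells and 7823, 9299 and 7156 in TβRII-/- PT cells.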

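Between untreated TβRII-/- PT cells and untreated TβRII flox/flox PT cells (n = 3 libraries each), 3507 of the genes tested, or 27.0%, had an unadjusted p under 0.01 in edgeR's test and a fold change of at least 1.5. Of these, 2039 rose and 1468 fell in TβRII-/- PT cells. With the Benjamini-Hochberg adjusted p in place of the unadjusted one, 3456 genes passed. At the same limits, the count moved most, to 2638, when the test covered only genes with at least 10 counts in every library. DESeq2 called 3472 genes, and 3464 were called by both tools. Counts summed over the transcripts of each gene gave 3584 genes, of which 3336 were also called on the representative transcripts. Leaving out each of the 6 libraries in turn gave between 3439 and 3611 genes. The gene sets of EnrichR were not used here, and nuclear genes for mitochondrial proteins were taken as 4 families defined by gene symbol. Subunits of complex I made up 4 of the changed genes among 37 tested, which was 0.400 times the share of changed genes among all genes tested (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 5 sets, adjusted p = 0.0316). Subunits of complexes II to V made up 5 of 45 (ratio 0.411, adjusted p = 0.0287 from the same exact test). Mitochondrial ribosomal proteins made up 4 of 75 (ratio 0.197, adjusted p = 6.47e-06, same exact test) and proteins of mitochondrial import 2 of 23 (ratio 0.322, adjusted p = 0.0577, same exact test). Over the 4 families together, 15 of 180 genes changed, or 8.33% (ratio 0.308, adjusted p = 2.51e-09, same exact test), and 14 of the 15 rose. Of the alternatives, the restriction to genes that fell moved this ratio most, to 0.0491, with 1 of the 180 genes. It came closest to 1, at 0.679, when changed genes were defined by an adjusted p under 0.05 without a fold change limit, and complex I was then no longer past the threshold (ratio 0.752, adjusted p = 0.0707, same exact test). Over all alternatives the adjusted p of complex I was between 0.0229 and 0.565. The number of genes with an adjusted p under 0.05 was 18 for complex I (18 adjusted over the list alone), 21 for complexes II to V (20 adjusted over the list alone), 28 for ribosomal proteins (27 adjusted over the list alone) and 12 for import (12 adjusted over the list alone). In a test of each family's direction with limma's camera at a preset correlation of 0.01, no family passed an adjusted p of 0.05 (range 0.393 to 0.779 with Benjamini-Hochberg adjustment over 19 lists); the unadjusted p values were 0.186 or higher. Fry tests whether the genes of a list change at all, whereas camera compares them with the other genes. With fry, complex I (adjusted p = 0.0247), complexes II to V (adjusted p = 0.00569) and ribosomal proteins (adjusted p = 0.0331) passed as higher in TβRII-/- PT cells. In camera with a correlation estimated for each list none did. The paper reasons from the cell components assigned to the changed genes to a role of TβRII in mitochondrial homeostasis (Supplementary Fig. 4a–c).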

Deletion of TβRII deregulated 3359 genes (*p* < 0.01 and fc ≥ 1.5) and over-representation analysis of differentially expressed genes (DEGs) using EnrichR identified *Mitochondrion* as the most affected cell component in TβRII^−/−^ PT cells (Supplementary Fig. 4a–c), emphasizing the importance of TβRII in PT mitochondrial homeostasis. Treatment of TβRII^flox/flox^ PT cells with H_2_O_2_ increased mitochondrial (mt)-genome encoded proteins (Supplementary Fig. 4d). Interestingly, TβRII deletion mimicked H_2_O_2_-induced mtDNA replication, suggesting a basal oxidative stress in TβRII^−/−^ PT cells (Supplementary Fig. 4e, f). Thus, we injured mice with AA and analyzed mitochondrial structure and function in vivo using electron and multiphoton microscopy techniques, respectively. γGT-Cre;Tgfbr2^fl/fl^ mice have decreased mitochondrial length and increased mitochondrial injury in their PT cells compared to their Tgfbr2^fl/fl^ littermates 3 weeks after AA injury (Fig. 2a–c). In vivo assessment of mitochondrial energetics using tetramethylrhodamine, methyl ester (TMRM) indicated mitochondrial dysfunction in the PT from both genotypes 3 weeks after AA injury; however, deleting TβRII aggravated mitochondrial dysfunction (Fig. 2d–f). Oil red O staining of lipids showed increased cortical lipid deposition in γGT-Cre;Tgfbr2^fl/fl^ mice compared to their Tgfbr2^fl/fl^ littermates, mirroring mitochondrial dysfunction and possible fatty acid metabolism impairment in the absence of TβRII (Fig. 2g, h).

**Fig. 2:**
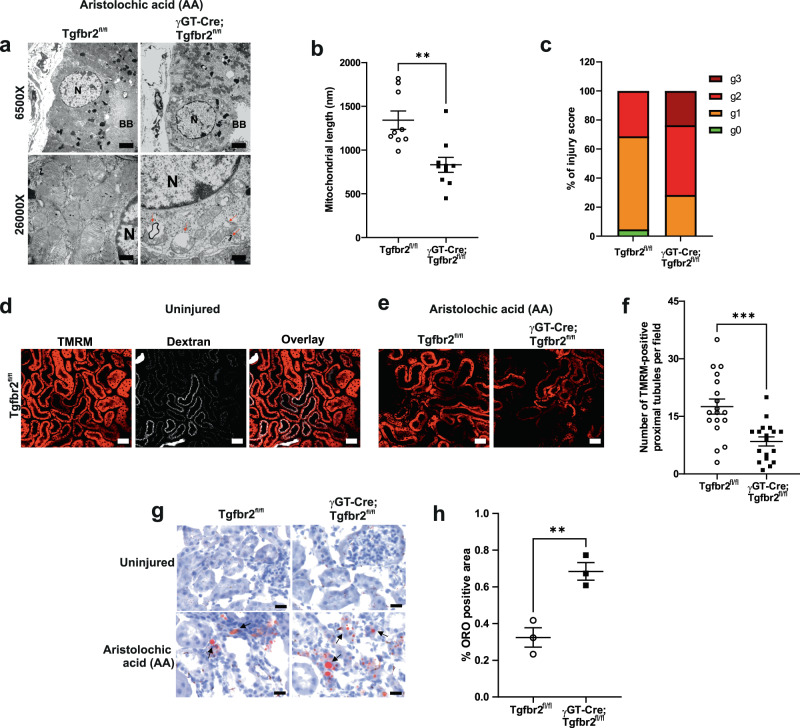
Increased mitochondrial injury and dysfunction in γGT-Cre;Tgfbr2^fl/fl^ mice 3 weeks after AA injury. **a** Representative transmission electron microscopy images showing increased mitochondrial injury (decreased cristae number, increased vacuolization, and myelin figures) in the PT from γGT-Cre;Tgfbr2^fl/fl^ kidneys. Scale bars represent 500 nm; N = nucleus; BB = brush border; arrows highlight vacuolated mitochondria and presence of myelin figures. **b**, **c** Quantification of mitochondrial length (*n* = 9 different areas from 2 different animals per group, *p* = 0.0014) and injury score (g0: no injury, g1: slight decrease of cristae number or small vacuoles; g2: severe decrease of cristae or big vacuoles formation; g3: severe decrease of cristae, big vacuoles formation and myelin figures) in proximal tubules. The dots represent the mean of PT mitochondria length in the representative cortical area per group. **d** Representative multiphoton live microscopy images illustrating PT dextran uptake and TMRM incorporation in mitochondria from uninjured kidneys to respectively assess PT absorptive function and mitochondrial membrane potential. Scale bars represent 50 μm. Two groups (4 animals/8 kidneys) were analyzed in two independent experiments. **e** Representative TMRM images showing decreased mitochondrial membrane potential in the PTs from injured γGT-Cre;Tgfbr2^fl/fl^. Scale bars represent 50 µm. **f** Quantification of TMRM in injured PTs. Every dot represents the number of TMRM positive tubules in the field of 900 μm^2^ (in one capture); *n* = 2 (Tgfbr2^fl/fl^) and 2 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0004. **g** Representative image of oil red O staining showing increased lipids deposition (red) in the renal cortex of γGT-Cre;Tgfbr2^fl/fl^ mice. Scale bars represent 50 μm. **h** Quantification of oil red O positive area in the renal cortex of injured mice; *n* = 3 (Tgfbr2^fl/fl^) and 3 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0073. The dots represent the number of animals per group in oil red O staining. Data are presented as mean values ± SEM. Statistical significance was determined by unpaired Student’s *t* test (two groups) with *p* < 0.05 considered statistically significant. **p < 0.01; ***p < 0.001. Source data are provided as a Source data file.

To determine how TGF-β signaling affects mitochondrial function in vitro, we analyzed the oxygen consumption rate (OCR) on PT cells. Treatment of TβRII^flox/flox^ PT cells with various doses of TGF-β1 revealed dose-dependent effects on OCR and the ability to produce ATP using OXPHOS (Supplementary Fig. 5a–e). The lowest dose of TGF-β1 (0.5 ng/ml) increased OCR, 1–2 ng/ml had no significant effect; whereas higher doses (10 and 20 ng/ml) decreased OCR, implying that while some TGF-β signaling is necessary to maintain and promote homeostatic OXPHOS, excessive TGF-β signaling has detrimental effects on OCR and ATP production. Consistently, TβRII^−/−^ PT cells have decreased basal OCR and slightly increased extracellular acidification rate (ECAR) in line with decreased mitochondrial coupling efficiency (Supplementary Fig. 5f–l), suggesting that TGF-β signaling inhibition directly impacts the PT cell’s capacity to efficiently produce ATP via OXPHOS. Fatty acid metabolism is pivotal for PTs to produce ATP under normal conditions. Though PT cells become glycolytic in vitro, metabolic flux (Seahorse) analysis suggested that TβRII^flox/flox^ PT cells have kept a residual ability to metabolize palmitate, which is lost in TβRII^−/−^ PT cells (Supplementary Fig. 5m and Supplementary Fig. 6). Moreover, glucose preference analysis using a specific glycolysis inhibitor (UK5099) indicated increased glycolytic dependency in TβRII^−/−^ PT cells compared to TβRII^flox/flox^ PT cells (Supplementary Fig. 5n and Supplementary Fig. 7), implying a possible metabolic switch in the absence of TβRII. PT cells were not sensitive to amino acid metabolism inhibitor (Supplementary Fig. 8a–e). To confirm TβRII deletion-induced metabolic switch in vitro, we measured ATP and lactate production using a bioluminescence assay. TβRII^−/−^ PT cells have decreased ATP production and increased lactate production, suggesting a metabolic switch toward aerobic glycolysis (Warburg-like effect) in the absence of TβRII (Supplementary Fig. 5o, p). In line with the in vivo findings, AA treatment strikingly decreased OCR and the ability to produce ATP in TβRII^−/−^ PT cells (Supplementary Fig. 9a–e). These results demonstrated the detrimental effects of TβRII deletion on PT mitochondrial structure and function in CKD.

### Deleting proximal tubule TβRII impairs mitochondrial complex I leading to oxidative stress

To understand the mechanism whereby TβRII deletion affects mitochondrial function, we performed pathway analysis on Visium PT-specific DEGs using Metacore. *Ubiquinone metabolism* was the most significantly affected pathway in γGT-Cre;Tgfbr2^fl/fl^ PT cells compared to Tgfbr2^fl/fl^ PT cells. The ubiquinone pathway map indicated basal downregulation of coenzyme Q2 and complex I subunits in γGT-Cre;Tgfbr2^fl/fl^ PT (Fig. 3a, Supplementary Fig. 10a, b and Supplementary Table 4). Consistently, Ndufb8 protein expression was decreased in renal cortices of uninjured γGT-Cre;Tgfbr2^fl/fl^ mice compared to their Tgfbr2^fl/fl^ littermates (Fig. 3b). Cell fractionation confirmed the decrease of NDUFB8 in mitochondria of TβRII^−/−^ PT cells (Fig. 3c), implying a possible regulatory effect of TGF-β signaling on complex I subunits. Moreover, TβRII^−/−^ PT cells have decreased NAD+/NADH relative ratio as compared to TβRII^flox/flox^ PT cells, suggesting complex I dysfunction in the absence of TβRII (Fig. 3d). Complex I dysfunction leads to ROS production and oxidative stress^35,36^. Assessment of ROS production using dichlorofluorescein (DCF) indicated basal increase of ROS production in TβRII^−/−^ PT cells compared to TβRII^flox/flox^ PT cells (Fig. 3e). To correlate increased ROS production with complex I expression in TβRII^−/−^ PT cells, we treated PT cells with MitoQ, an antioxidant targeting mitochondria. Treatment of PT cells with MitoQ reduced basal ROS production in TβRII^−/−^ PT cells to the level of TβRII^flox/flox^ PT cells (Supplementary Fig. 11), implying the mitochondrial origin of increased ROS in TβRII^−/−^ PT cells. Supplementation of PT cells with NAD+ significantly decreased ROS, improved ATP production, and decreased lactate production in TβRII^−/−^ PT cells to the level of TβRII^flox/flox^ PT cells (Fig. 3f–h), implying that deletion of TβRII induces mitochondrial dysfunction and metabolic switch, partly, through impaired expression and function of complex I subunits.

**Fig. 3:**
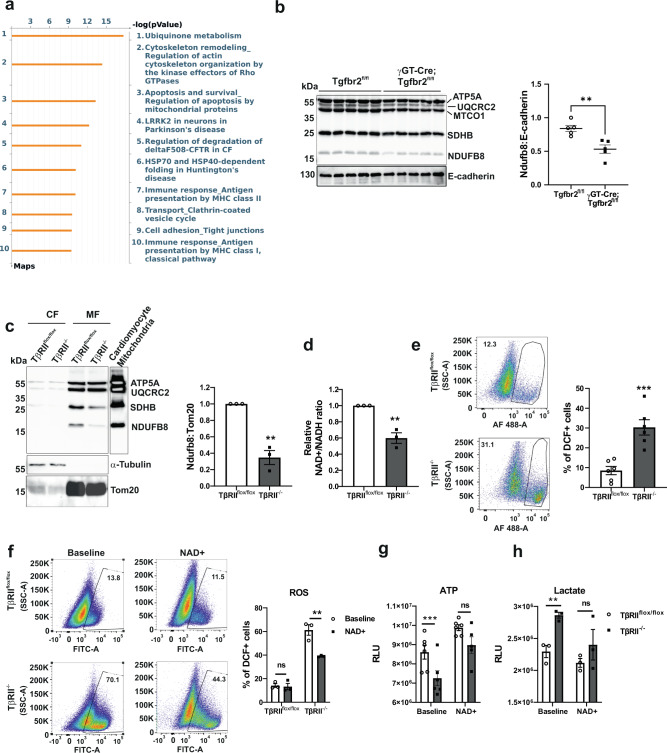
Proximal tubule TβRII deletion disrupts mitochondrial complex I leading to oxidative stress and a metabolic rewiring. **a** Metacore pathway analysis of differentially expressed genes in uninjured PT clusters showing the top 10 significantly affected pathways in γGT-Cre;Tgfbr2^fl/fl^ compared to Tgfbr2^fl/fl^. **b** Immunoblotting of OXPHOS proteins showing a significant decrease of complex I (NDUFB8) expression in uninjured renal cortices of γGT-Cre;Tgfbr2^fl/fl^ mice compared to their Tgfbr2^fl/fl^ littermates; *n* = 5 (Tgfbr2^fl/fl^) and 5 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0041. E-cadherin is used as marker of renal parenchyma and loading control. The dots represent the number of animals per group. **c** Cell fractionation followed by immunoblotting and quantification of OXPHOS proteins showing a significant decrease of complex I (NDUFB8) basal expression in mitochondria of TβRII^−/−^ PT cells (*n* = 3 independent experiments, *p* = 0.0015). **d** Bioluminescence measurement of NAD + /NADH ratios showing a decreased relative ratio in TβRII^−/−^ PT cells (*n* = 3 independent biological replicates, *p* = 0.0036). **e** FACS analysis of DCF-positive cells showing increased basal ROS production in TβRII^−/−^ PT cells (*n* = 6 independent experiments, *p* = 0.0006). **f** NAD+ treatment significantly decreased ROS in TβRII^−/−^ PT cells, assessed with DCF and measured by FACS (*n* = 3 independent biological replicates, *p* = 0.0027). **g** NAD+ treatment increased ATP production in TβRII^−/−^ PT cells to the same level as in TβRII^flox/flox^ PT cells, measured by a bioluminescence assay (*n* = 6 independent biological replicates, baseline *p* = 0.0001 and NAD+ treatment *p* = 0.4025). **h** NAD+ treatment decreased lactate production in TβRII^−/−^ PT cells to the level of TβRII^flox/flox^ PT cells, measured by a bioluminescence assay (*n* = 3 independent biological replicates, baseline *p* = 0.0057 and NAD+ treatment *p* = 0.3175). Data are presented as mean values ± SEM. Statistical significance was determined by unpaired Student’s *t* test (two groups) or two-way ANOVA followed by Sidak’s multiple comparisons test with *p* < 0.05 considered statistically significant. *p < 0.05; **p < 0.01; ****p < 0.0001. Source data are provided as a Source data file.

### Deleting proximal tubule TβRII impairs the mitochondrial quality control

Mitochondria quality control is mainly mediated by their renewal through biogenesis and mitophagy. Pgc1α, the master regulator of mitochondrial biogenesis, has been shown to be protective in mouse models of CKD^37–39^, though it is negatively regulated by TGF-β^40, 41^. To investigate how TGF-β affects Pgc1α in PT cells, we treated TβRII^flox/flox^ PT cells with various doses of TGF-β1 and analyzed Pgc1α mRNA and protein expression (Supplementary Fig. 12). TGF-β1 decreased Pgc1α mRNA, and transient phosphorylation of Smad3 correlated with downregulation of Pgc1α protein, suggesting that supra-optimal TGF-β doses repress Pgc1α expression in PT cells (Supplementary Fig. 12a, b). BulkRNAseq pathway analysis using Metacore revealed “*Oxidative stress and PGC-1alpha in activation of antioxidant defense system*” as the two most affected pathways in TβRII^−/−^ PT cells (Supplementary Fig. 12c). 

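The gene members of the Metacore pathways were not used here. A list of 25 genes of antioxidant defense and of the Pgc1α pathway, chosen by symbol, was tested in their place between untreated TβRII-/- PT cells and untreated TβRII flox/flox PT cells. In TβRII-/- PT cells, 21 of the 25 genes rose, with a median log2 fold change of 0.50. The adjusted p from edgeR's quasi-likelihood test was under 0.05 for 21 genes (21 adjusted over the list alone), of which 18 rose and 3 fell. All 10 genes that passed the unadjusted p of 0.01 and the fold change of 1.5 rose. Nqo1 (chromosome 8 of GRCm38.p6, 107388225 to 107403205) increased from 55.5 ± 9.33 to 361 ± 37.9 normalized counts (SD, n = 3), a log2 fold change of 2.70 (standard error 0.13, edgeR adjusted p = 5.54e-18). Srxn1 (chromosome 2, 152105524 to 152111376) increased from 772 ± 33.7 to 3548 ± 97.4 (log2 fold change 2.20, standard error 0.06, edgeR adjusted p = 7.64e-25). Txnrd1 increased from 4791 ± 268 to 11681 ± 207 (log2 fold change 1.29), and Nfe2l2, which encodes the transcription factor Nrf2, from 1739.9 ± 67.5 to 3757 ± 117 (log2 fold change 1.11). Neighbouring genes shared part of such changes in some regions. The 25 neighbouring genes that include Nqo1 had a median log2 fold change of −0.35 relative to that of the genome, and the median was 0.44 for Srxn1, 0.14 for Nfe2l2 and 0.35 for Txnrd1. Sirt3, Ucp2, Txn2, Gclc and Gclm rose by log2 fold changes of 0.87, 0.86, 0.79, 0.68 and 0.68, and Ppargc1a was the other gene that passed both limits. The medians of the neighbouring genes were 0.29 for Sirt3, 0.43 for Txn2 and −0.06 for Gclm. The 3 genes that fell were Sirt1, Gpx1 and Sod1, with log2 fold changes of −0.26, −0.23 and −0.23. The neighbouring genes of Sod1 had a median of −0.46, larger than the change in Sod1 and in the same direction. In camera, the list was higher in TβRII-/- PT cells (adjusted p = 0.000239 over 19 lists). It also passed as higher with fry (adjusted p = 8.39e-07), which does not compare the list with other genes. In camera the list stayed higher with DESeq2's size factors, but not with a correlation estimated for it (adjusted p = 0.502). The last was the alternative that moved it most.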

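Ppargc1a, the gene of Pgc1α, was counted on ENSMUST00000132734 and lies on chromosome 5 of GRCm38.p6 from 51454249 to 52115853. Untreated TβRII flox/flox PT cells had 86.7 ± 2.21 normalized counts and untreated TβRII-/- PT cells had 426 ± 35.8 (SD, n = 3), a log2 fold change of 2.30 (standard error 0.12, adjusted p = 5.01e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 2.23 and 2.35 when each of the 6 libraries was left out in turn. The 25 neighbouring genes that include Ppargc1a, which was the last of them on the chromosome, had a median log2 fold change 0.46 above that of the genome. Tfam (ENSMUST00000092430, chromosome 10 from 71225468 to 71238328) had 457 ± 38.5 normalized counts in TβRII flox/flox PT cells and 645 ± 48.6 in TβRII-/- PT cells (SD, n = 3). Its log2 fold change was 0.50 (standard error 0.08, edgeR adjusted p = 3.24e-06), or 1.41-fold, under the fold change limit of 1.5. With each library left out in turn it was between 0.43 and 0.56. Both genes had an adjusted p under 0.05 (2 adjusted over the list alone) in all the alternatives computed.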

Transcript levels of Pgc1α and Tfam, a mitochondrial biogenesis transcription factor, were increased in TβRII^−/−^ PT cells compared to TβRII^flox/flox^ PT cells (Supplementary Fig. 12d, e). Immunoblot analysis confirmed the increase of Pgc1α in TβRII^−/−^ PT cells (Supplementary Fig. 12f), in line with the increase of mtDNA copy number in TβRII^−/−^ PT cells. Unexpectedly, DNA polymerase γ, the only polymerase involved in mtDNA replication, was decreased in TβRII^−/−^ PT cells (Supplementary Fig. 12g), implying a possible mt-genomic instability in TβRII^−/−^ PT cells. Consistently, uninjured γGT-Cre;Tgfbr2^fl/fl^ mice have increased cortical Pgc1α mRNA and activation (nuclear translocation) compared to their Tgfbr2^fl/fl^ littermates (Fig. 4a–c), suggesting that TGF-β signaling modulates Pgc1α activation and mitochondrial content in PT. Pgc1α mRNA was significantly decreased 6 weeks after AA injury in γGT-Cre;Tgfbr2^fl/fl^ mice, but not in Tgfbr2^fl/fl^ mice. In contrast to mRNA level, Pgc1α activation was decreased and not significantly different between genotypes 6 weeks after AA injury.

**Fig. 4:**
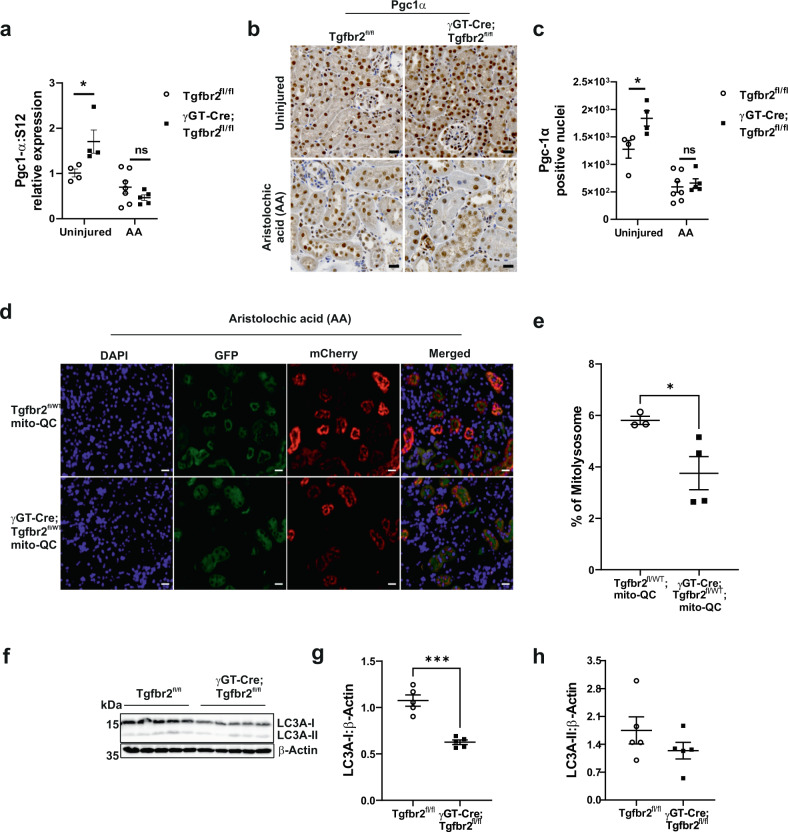
Proximal tubule TβRII deletion impairs mitochondrial quality control. **a** Relative Pgc1α mRNA levels in renal cortices from uninjured and AA injured (6 weeks) mice, measured by RT-qPCR using S12 as housekeeping control gene; *n* = 4 uninjured, 7 injured (Tgfbr2^fl/fl^) and 4 uninjured, 5 injured (γGT-Cre;Tgfbr2^fl/fl^) mice, uninjured *p* = 0.05 and injured *p* = 0.8152. **b**, **c** Representative Pgc1α immunohistochemistry (IHC) images and quantification in uninjured and 6 weeks injured renal cortices; *n* = 4 uninjured, 7 injured (Tgfbr2^fl/fl^) and 4 uninjured, 5 injured (γGT-Cre;Tgfbr2^fl/fl^) mice, uninjured *p* = 0.0436 and injured *p* = 0.9983. Scale bars represent 20 μm. **d**, **e** Representative endogenous fluorescence images and quantification showing decreased mitophagic flux (mCherry) in γGT-Cre;Tgfbr2^fl/WT^;mito-QC mice compared to Tgfbr2^fl/WT^;mito-QC mice 6 weeks after AA injury; *n* = 3 (Tgfbr2^fl/WT^;mito-QC) and 4 (γGT-Cre;Tgfbr2^fl/WT^;mito-QC) mice, *p* = 0.045. Scale bars represent 20 μm. **f**–**h** LC3A (I/II) immunoblotting and quantification showing significant decrease of LC3A-I expression in γGT-Cre;Tgfbr2^fl/fl^ renal cortices 6 weeks after AA injury; *n* = 5 (Tgfbr2^fl/fl^) and 5 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0001. Data are presented as mean values ± SEM. Statistical significance was determined by unpaired Student’s *t* test (two groups) or two-way ANOVA followed by Sidak’s multiple comparisons test, with *p* < 0.05 considered statistically significant. The dots represent the number of animals per group. *p < 0.05; ***p < 0.001. Source data are provided as a Source data file.

To analyze mitophagy, we crossed our mice with the mito-QC reporter mouse which expresses a pH-sensitive tandem mCherry-GFP tag fused to a fragment (residues 101–152) of the mitochondrial protein Fis1. Under mitophagy, GFP is quenched in the lysosomes and only mCherry is expressed^42^. Six weeks after AA injury, γGT-Cre;Tgfbr2^fl/wt^;mito-QC mice have decreased mitophagy as compared to their Tgfbr2^fl/fl^ littermates (Fig. 4d, e). Consistently, the central autophagic protein LC3A-I is decreased in γGT-Cre;Tgfbr2^fl/fl^ mice as compared to their floxed littermates 6 weeks after AA injury (Fig. 4f–h). Moreover, Pink1, an important mediator of mitophagy, was decreased in TβRII^−/−^ PT cells (Supplementary Fig. 12h). Altogether, these data suggest a central modulating role of TGF-β signaling in PT mitochondrial quality control.

### Deleting proximal tubule TβRII worsens Th1 inflammatory response under AA-induced injury

To delineate how TGF-β signaling affects PT-immune cell interactions in CKD, we injured mice and profiled renal inflammation using Visium and flow cytometry (FACS). Trajectory analysis in the *Myo/St. mixed* clusters revealed increased macrophage markers in injured γGT-Cre;Tgfbr2^fl/fl^ dataset as compared to Tgfbr2^fl/fl^ notably 3 weeks after AA injury (Supplementary Fig. 13a). Cell–cell communication analysis using the Cellchat database of Ligand/Receptor (LR) pairs indicated that γGT-Cre;Tgfbr2^fl/fl^ *S3T2* cells have increased interactions with *Macro/Dend* cells compared to Tgfbr2^fl/fl^ *S3T2* cells 3 weeks after AA injury (Supplementary Fig. 13b). Immuno-fluorescence microscopy confirmed increased F4/80+ cell infiltrate in γGT-Cre;Tgfbr2^fl/fl^ renal cortices compared to Tgfbr2^fl/fl^ mice 3 weeks after AA injury (Supplementary Fig. 13c). FACS analysis showed increased number of dendritic cells in γGT-Cre;Tgfbr2^fl/fl^ mice in line with cell–cell communication data (Supplementary Figs. 13d and 14). These results suggest that injured PT cell/macrophage/dendritic cell crosstalk is a major component in the PT’s response to late acute injury (3 weeks). Analysis of factors involved in *S3T2-Macro/Dend*. identified possible adaptive/maladaptive interacting factors among which the colony-stimulating factor (Csf) and angiopoietin-like protein (Angptl) showed restricted *S3T2-Macro/Dend*. interaction in Tgfbr2^fl/fl^ and in γGT-Cre;Tgfbr2^fl/fl^ respectively (Supplementary Fig. 15a). Normalized RNAseq signals of these factors corroborated the in vivo findings. Angptl7/8 signals were strikingly increased whereas Angptl2/4/6 were decreased in TβRII^−/−^ PT cells. 

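Of the 5 genes, 3 differed between untreated TβRII-/- PT cells and untreated TβRII flox/flox PT cells at an adjusted p under 0.05 in edgeR's quasi-likelihood test (3 adjusted over the list alone). Angptl7 (ENSMUST00000030840, chromosome 4 of GRCm38.p6 from 148495181 to 148500462) increased from 135 ± 32.2 to 475 ± 48.5 normalized counts (SD, n = 3), a log2 fold change of 1.82 (standard error 0.14, edgeR adjusted p = 4.16e-13). It stayed between 1.67 and 2.01 when each library was left out in turn. Angptl8 (ENSMUST00000058777, chromosome 9 from 21835510 to 21837347) increased from 32.1 ± 5.49 to 49.2 ± 6.30 (log2 fold change 0.62, standard error 0.23, edgeR adjusted p = 0.0196). This rise depended on the libraries. The adjusted p was 0.0971 without replicate 3 of untreated TβRII flox/flox PT cells, 0.0520 without its replicate 1, 0.0517 without replicate 1 of untreated TβRII-/- PT cells and 0.0749 without its replicate 2. It was 0.0757 with counts summed over transcripts, and between 0.0110 and 0.0971 over all alternatives. Angptl4 (ENSMUST00000002360, chromosome 17 from 33774900 to 33781575) had few counts, with 12.9 ± 4.68 normalized counts in TβRII flox/flox PT cells and 6.29 ± 1.33 in TβRII-/- PT cells (log2 fold change −1.03, standard error 0.44, edgeR adjusted p = 0.0383). The adjusted p was above 0.05 with DESeq2 (0.0573), without a filter on low counts (0.0621) and in 5 of the 6 fits that each left out a library. The highest, 0.230, came without replicate 1 of untreated TβRII flox/flox PT cells, where the log2 fold change was −0.72. The others were 0.0545 without its replicate 2 and 0.0502, 0.0624 and 0.124 without replicates 1, 2 and 3 of untreated TβRII-/- PT cells. The lowest over all alternatives was 0.0179. The differences in Angptl2 and Angptl6 were within the spread between libraries. Angptl2 (ENSMUST00000004208, chromosome 2 from 33215951 to 33247725) had 980.5 ± 87.6 and 921 ± 51.8 normalized counts (log2 fold change −0.09, standard error 0.07, edgeR adjusted p = 0.270). It passed the threshold only without replicate 3 of untreated TβRII flox/flox PT cells (log2 fold change −0.17, edgeR adjusted p = 0.0406, between 0.0406 and 0.646 over all alternatives). The 25 neighbouring genes that include Angptl2, which was the first of them on the chromosome, had a median log2 fold change 0.40 above that of the genome. Angptl6 (ENSMUST00000043726, chromosome 9 from 20873808 to 20879822) had 26.3 ± 4.31 and 19.7 ± 4.53 normalized counts (log2 fold change −0.41, standard error 0.29, edgeR adjusted p = 0.212).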

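Csf1 (ENSMUST00000014743, chromosome 3 of GRCm38.p6 from 107741048 to 107760469) had 17192 ± 1803 normalized counts in untreated TβRII flox/flox PT cells and 6604 ± 318 in untreated TβRII-/- PT cells (SD, n = 3). Its log2 fold change was −1.38 (standard error 0.07, adjusted p = 1.43e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between −1.45 and −1.30 with each library left out in turn. The 25 neighbouring genes that include Csf1 had a median log2 fold change of −0.16 relative to that of the genome. Csf1r (ENSMUST00000025523, chromosome 18 from 61105572 to 61131139), the gene of the Csf1 receptor, had 868 ± 89.1 normalized counts in TβRII flox/flox PT cells and 719 ± 4.70 in TβRII-/- PT cells, a log2 fold change of −0.27 (standard error 0.07, edgeR adjusted p = 0.00169). This was 0.828-fold, within the fold change limit of 1.5, and the adjusted p stayed under 0.05 in all the alternatives computed, between 4.61e-05 and 0.0161. The neighbouring genes of Csf1r had a median of −0.12, and all genes tested on chromosome 18 a median of −0.33, relative to that of the genome. Of the chains of Csf2r, the alpha chain gene Csf2ra (ENSMUST00000235172, chromosome 19 from 61217191 to 61228461) had 40.3 ± 5.47 normalized counts in TβRII flox/flox PT cells and 299 ± 15.1 in TβRII-/- PT cells (log2 fold change 2.89, standard error 0.14, edgeR adjusted p = 4.87e-18, between 2.78 and 2.98 with each library left out in turn). The neighbouring genes of Csf2ra had a median of 0.32. The beta chain genes Csf2rb and Csf2rb2 had no counts in untreated libraries, where the limit of detection was 3 counts, and were not tested. All 3 genes tested had an adjusted p under 0.05 (3 adjusted over the list alone).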

Csf1 and Csfr1 were consistently decreased in TβRII^−/−^ PT cells whereas Csf2r, a receptor involved in T cell activation, was increased in TβRII^−/−^ PT cells compared to TβRII^flox/flox^ PT cells. Finally, Notch target genes and other possible adaptive factors were decreased in TβRII^−/−^ PT cells as compared to TβRII^flox/flox^ PT cells (Supplementary Figs. 15b and 16). Furthermore, sub-clustering analysis of *Myo/St. mixed* cluster revealed the presence of both myofibroblast and immune cells including cells expressing B cell’s markers (Supplementary Fig. 17). However, FACS analysis did not show differences in B cells between injured genotypes (Supplementary Fig. 18).

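The members of the Notch set are not named in the paper's text, so 6 canonical Notch target genes were taken. Of the 4 that could be tested between untreated TβRII-/- PT cells and untreated TβRII flox/flox PT cells, 2 had an adjusted p under 0.05 in edgeR's quasi-likelihood test (2 adjusted over the list alone), and they changed in opposite directions. Hes1 (ENSMUST00000023171, chromosome 16 of GRCm38.p6 from 30065357 to 30067796) decreased from 451 ± 15.9 to 353 ± 9.08 normalized counts (SD, n = 3), a log2 fold change of −0.35 (standard error 0.08, edgeR adjusted p = 0.000250). Its 25 neighbouring genes had a median log2 fold change 0.30 above that of the genome. Nrarp (ENSMUST00000104999, chromosome 2 from 25180758 to 25183339) increased from 6.79 ± 2.53 to 181 ± 5.60 normalized counts (log2 fold change 4.70, standard error 0.23, edgeR adjusted p = 3.09e-18), and its neighbouring genes had a median of 0.47. Hey2 did not differ beyond the spread between libraries (42.7 ± 8.65 and 36.0 ± 4.13 normalized counts, log2 fold change −0.25, edgeR adjusted p = 0.400). Neither did Hey1 (18.8 ± 16.5 and 17.5 ± 2.85 normalized counts, log2 fold change −0.12, edgeR adjusted p = 0.808), whose direction turned without replicate 1 of untreated TβRII flox/flox PT cells (log2 fold change 0.90), without replicate 3 of untreated TβRII-/- PT cells (0.01) and with counts summed over transcripts (0.28). Hes5 and Heyl had too few counts to be tested. Among Notch ligands and receptors, Jag1 decreased (6698 ± 908 to 1702 ± 99.1 normalized counts, log2 fold change −1.98, edgeR adjusted p = 5.03e-21) although its neighbouring genes had a median of 0.44, whereas Jag2 and Dll1 increased (log2 fold changes 2.81 and 2.94). Of the 7 tested, 6 had an adjusted p under 0.05 (6 adjusted over the list alone), and 4 of these rose. For the other factors, which the paper's results do not name, ligands of the ncWnt and Egf families were taken, since its discussion lists them beside Notch. The ncWnt ligand Wnt5a (ENSMUST00000063465, chromosome 14 from 28504543 to 28527448) decreased from 263 ± 24.6 to 135 ± 4.14 normalized counts (log2 fold change −0.97, standard error 0.10, edgeR adjusted p = 7.31e-10). Wnt5b, at 1.83 ± 2.33 and 4.83 ± 3.78 normalized counts, passed the threshold only without replicate 2 of untreated TβRII flox/flox PT cells (log2 fold change 2.94, edgeR adjusted p = 0.0452), and Wnt11 had too few counts to be tested. The adjusted p of Wnt5b was between 0.0452 and 0.577 over all alternatives. Of the 2 ncWnt ligands tested, 1 had an adjusted p under 0.05 (1 adjusted over the list alone). Among Egf ligands, 4 of the 5 tested had an adjusted p under 0.05 (4 adjusted over the list alone). Egf, on chromosome 3, increased from 52.3 ± 15.8 to 102 ± 11.6 normalized counts (log2 fold change 0.96, standard error 0.20, edgeR adjusted p = 0.000106). Tgfa increased from 290 ± 55.6 to 1398 ± 95.6 (log2 fold change 2.27, edgeR adjusted p = 1.46e-20) and Btc from 9.26 ± 5.33 to 45.7 ± 4.35 (log2 fold change 2.28, edgeR adjusted p = 3.67e-07). Hbegf, on chromosome 18, decreased from 1184 ± 73.0 to 1034 ± 44.9 (log2 fold change −0.20, edgeR adjusted p = 0.0104), a call that was lost without replicate 3 of untreated TβRII-/- PT cells (log2 fold change −0.16, edgeR adjusted p = 0.0631, between 0.00146 and 0.0631 over all alternatives). The neighbouring genes had medians of −0.16 for Egf, 0.72 for Btc and Ereg, and −0.36 for Hbegf, the last larger than the change in Hbegf. Ereg (log2 fold change −0.67, edgeR adjusted p = 0.157) passed the threshold only without replicate 3 of untreated TβRII-/- PT cells (log2 fold change −1.43, edgeR adjusted p = 0.0119, between 0.0119 and 0.564 over all alternatives).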

Mitochondrial damage-associated molecular patterns (DAMPS) reportedly lead to the activation of Cgas/Sting/IFNγ axis in renal fibrosis^43,44^. Pathway analysis of DEGs in 6 weeks injured *S3T2* clusters using Metacore indicated innate immunity (complement system and IFNγ) among the top 10 significantly affected pathways in γGT-Cre;Tgfbr2^fl/fl^ *S3T2* (Fig. 5a). Though macrophages and dendritic cells initiate inflammation in response to tubular injury, T cells are involved in the whole evolution of injury^45^. We investigated the Th1 inflammatory response 6 weeks after AA injury. CD3+ cell infiltrate was not significantly different between genotypes in IHC (Supplementary Fig. 19a); however, FACS analyses revealed increased CD4+ cells in γGT-Cre;Tgfbr2^fl/fl^ kidneys compared to Tgfbr2^fl/fl^ kidneys. CD8+ cells were augmented in γGT-Cre;Tgfbr2^fl/fl^ kidneys, but not significantly different at this time point (Fig. 5b–d and Supplementary Fig. 14). IFNγ and TNFα + CD4 but not CD8 cells, were significantly increased in γGT-Cre;Tgfbr2^fl/fl^ compared to Tgfbr2^fl/fl^ kidneys (Fig. 5e–h). Moreover, the percentage of the reno-protective Foxp3+ (T reg) CD4+ cells out of CD45+ cells was decreased in γGT-Cre;Tgfbr2^fl/fl^ mice (Supplementary Fig. 19b, c). Cgas and Sting protein levels were increased in γGT-Cre;Tgfbr2^fl/fl^ compared to Tgfbr2^fl/fl^ renal cortices (Fig. 5i–k), suggesting that TβRII deletion-induced mitochondrial dysfunction worsens Th1 inflammatory response in acute to chronic PT injury.

**Fig. 5:**
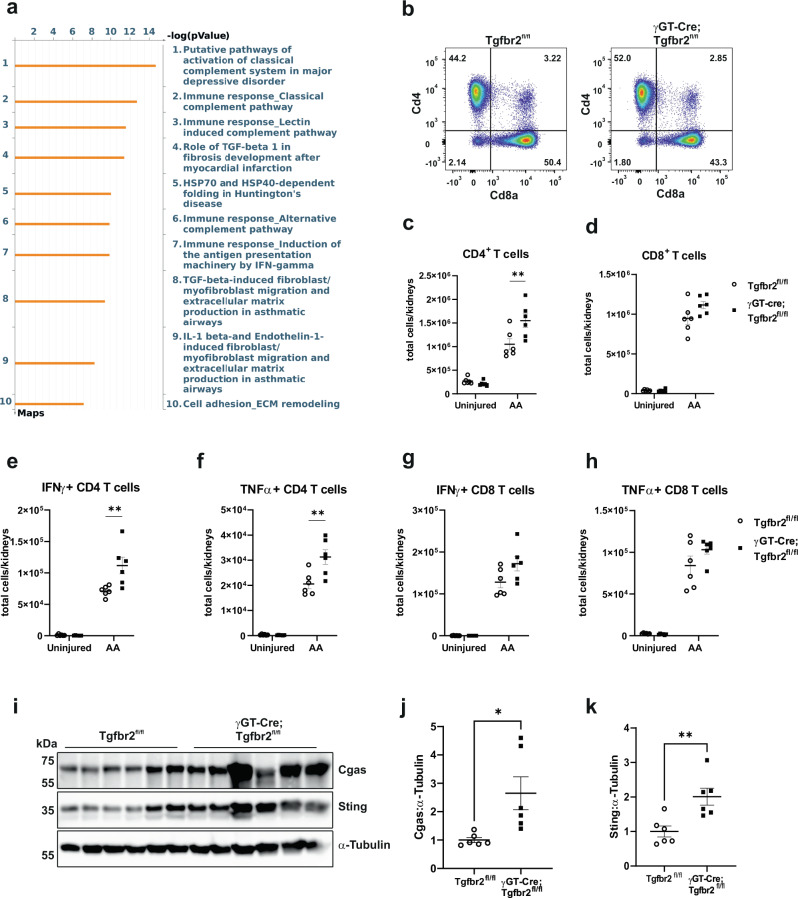
Proximal tubule TβRII deletion increases the Th1 inflammatory response 6 weeks after AA injury. **a** Metacore pathway analysis of differentially expressed genes in injured PT clusters showing the top 10 significantly affected pathways in γGT-Cre;Tgfbr2^fl/fl^ compared to Tgfbr2^fl/fl^ 6 weeks after AA injury. **b**–**d** FACS analyses of renal leukocytes showing significant increase of CD4 + T cell number in kidneys of γGT-Cre;Tgfbr2^fl/fl^ mice compared to those from their Tgfbr2^fl/fl^ littermates 6 weeks after AA injury; *n* = 6 (Tgfbr2^fl/fl^) and 6 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0085. CD8+ T cell numbers were increased in injured Tgfbr2^fl/fl^ compared to γGT-Cre;Tgfbr2^fl/fl^ kidneys, but did not reach statistical significance; *n* = 6 (Tgfbr2^fl/fl^) and 6 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0984. **e**–**h** FACS analyses of renal leukocytes showing a significant increase of the number of IFNγ and TNFα producing CD4+ T cells in kidneys of γGT-Cre;Tgfbr2^fl/fl^ mice compared to those from their Tgfbr2^fl/fl^ littermates 6 weeks after AA injury; *n* = 6 (Tgfbr2^fl/fl^) and 6 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0027 (IFNγ)and *p* = 0.0016 (TNFα). IFNγ and TNFα producing CD8 + T cell numbers were not statistically different between genotypes; *n* = 6 (Tgfbr2^fl/fl^) and 6 (γGT-Cre;Tgfbr2^fl/fl^) mice, *p* = 0.0519 (IFNγ) and *p* = 0.2419 (TNFα). **i**–**k** Cgas/Sting immunoblotting and quantification showing significantly increased expressions in renal cortices of γGT-Cre;Tgfbr2^fl/fl^ mice compared to those from their Tgfbr2^fl/fl^ littermates 6 weeks after AA injury; *n* = 6 (Tgfbr2^fl/fl^) and 6 (γGT-Cre;Tgfbr2^fl/fl^) mice, Cgas *p* = 0.185 and Sting *p* = 0.0061. α-Tubulin was used as loading and blotting control. Data are presented as mean values ± SEM. Statistical significance was determined by unpaired Student’s *t* test (two groups) or two-way ANOVA followed by Sidak’s multiple comparisons test, with *p* < 0.05 considered statistically significant. The dots represent the number of animals per group. *p < 0.05; **p < 0.01. Source data are provided as a Source data file.

### TGF-β receptors are decreased in CKD patients

Excessive TGF-β arguably promotes fibrosis in CKD. However, targeting TGF-β signaling inhibition failed to mitigate fibrosis in humans^46, 47^, indicating that TGF-β is not the mainstay component in renal fibrosis which involves concerted activation of multiple factors. We therefore analyzed PT expression of TGF-β receptors (Tgfbr1, Tgfbr2, and Tgfbr3) in a snRNAseq database of healthy and CKD (eGFR<60 ml/min) kidney biopsies^48^. Surprisingly, TGF-β receptors are significantly decreased whereas potential maladaptive factors identified in this study were increased (Supplementary Fig. 20) in the PT of CKD patients as compared to healthy controls, implying the beneficial effect of intact/physiological TGF-β signaling in PT response to CKD (Fig. 6a–d). In accordance with our findings in mice, pathway activity analysis confirmed impaired mitochondrial homeostasis and metabolism, notably complex I activity in the PT of CKD patients (Fig. 6e). Taken together, these results suggest a beneficial role of intrinsic TGF-β signaling in PT response to CKD in humans.

**Fig. 6:**
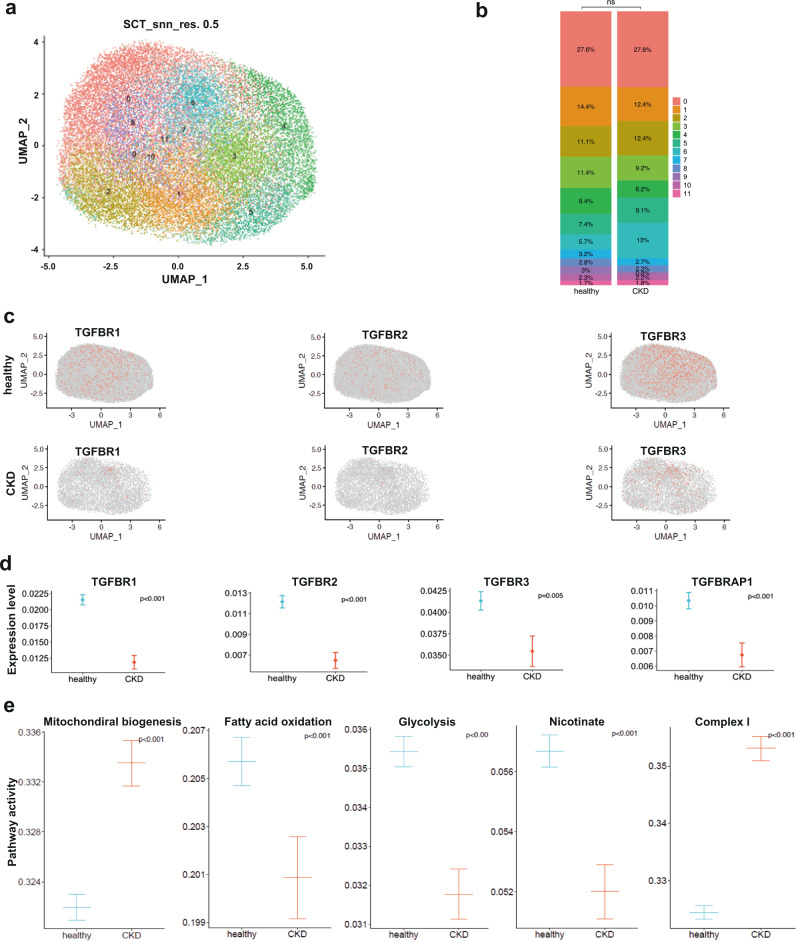
Decreased expression of TGF-β receptors and impaired metabolism in the proximal tubule of CKD patients. **a** UMAP plot of normalized data clustering. Numbers represent PT clusters. **b** Bar plot depicting the proportion of PT cells per clusters in healthy and CKD kidney biopsy datasets. **c** UMAPs showing TGFBRs (1, 2, and 3) features in healthy and CKD PT cells. **d** Differential gene expression analysis showing a significant decrease of TGFBRs (1, 2, and 3) and TGFBRAP1 in CKD PT cells as compared to healthy PT cells. **e** Pathway activity analysis showing impaired mitochondrial biogenesis, complex I activity, and metabolism. *N* = 5 CKD patients (eGFR<60) and 3 healthy controls. Differential gene expression was evaluated using the Wilcoxon Rank Sum test from the *FindMarkers* function. Calculation of the pathway scores was performed using REACTOME genesets.

## Discussion

The PT is the most vulnerable renal segment, and the injured PT plays a pivotal role in the pathogenesis of CKD. We previously reported that deleting TβRII in the PT worsens renal tubular injury and cortical fibrosis in two mouse models of CKD. We hereby spatiotemporally delineate the beneficial role of TGF-β signaling in PT response to CKD using Visium and biochemical approaches. Our data spatially demonstrate that having intact TGF-β signaling in PTs promotes an adaptive response to CKD and show that TβRII deletion in the PT worsens mitochondrial injury and Th1 immune response in CKD. Despite the low resolution of Visium and the use of endotoxemia scRNAseq reference database, cluster annotation identified the main renal cell types with proportions of PT cells similar to prior reports^33^. The use of a different injury model scRNAseq as reference may affect cell proportion; however, additional data curating and quality control analyses were performed to ensure the accuracy of cell type identification. Further investigations using AA scRNAseq as reference dataset and renal segment functional analysis (urine osmolarity and concentration ability after water loading and subsequent deprivation) will help to understand the effect of TGF-β signaling on tubular and interstitial remodeling. We found that S1 and S3T2 PT cells mediate differential interactions with tubular and interstitial compartments in injury and identified injured γGT-Cre;Tgfbr2^fl/fl^ *S3T2* rather than *S1* cells as the main cells interacting with macrophages and dendritic cells in the late acute injury phase. Previous studies reported the existence of *S3T2* PT cells which express specific markers including angiotensinogen, Rnf24, Atp11a, Scl22a7, and Slc22a13, and dwell in the outer stripe of the outer medulla^32,34^. The difference between *S3* and *S3T2* cells may come from their respective localization. The *S3T2* cells are seemingly more resistant to injury-induced cell death or trans-differentiation than the cortical *S3* cells. Collagen1a1 transcript, a marker of fibrosis, was enhanced in γGT-Cre;Tgfbr2^fl/fl^ mice 3 weeks after AA. Though fibrosis was less pronounced at 3 weeks compared to 6 weeks, future investigations should consider earlier time points (1 day and 1 week after AA injections) to better elucidate the kinetics of the events preceding fibrosis.

TβRII deletion impairs OXPHOS and leads to a metabolic switch. Our data corroborate previous studies where stimulation of podocytes with TGF-β increased OCR and oxidative stress^49^. TGF-β1 reportedly increases or decreases glycolytic enzymes depending on the cell types^50^. The effect of NAD+ on ROS production, ATP and lactate production suggests that exacerbated aerobic glycolysis dependency is subsequent to mitochondrial dysfunction. TGF-β has been reported to reduce mitochondrial complex IV in lung epithelial cells and regulate mitochondrial UCP2 in breast tumor cells expression^51,52^. PT deletion of TβRII decreased the expression of polymerase γ, the only polymerase involved in the replication of mtDNA^53^, implying possible mt-genome instability in the absence of TGF-β signaling. Moreover, MTCO1 (complex IV) tended to decrease in uninjured γGT-Cre;Tgfbr2^fl/fl^ compared to their Tgfbr2^fl/fl^ littermates, though statistical significance was not reached.

Our data showed that TβRII deletion in PT cells induced Pgc1α expression and mitochondrial biogenesis which is in line with studies reporting negative regulation of Pgc1α expression by TGF-β signaling^40,41,54^. However, TβRII deletion-induced Pgc1α activation in PT is associated with oxidative stress and susceptibility to AA-induced injury, opposing previously reported protective effects of Pgc1α in renal fibrosis^37–39,55^. This apparent discrepancy can be explained by the possible primacy of TβRII deletion-induced ETC dysfunction on mitochondrial biogenesis. Indeed, TβRII deletion may primarily affect ETC integrity due to a cell reprogramming mechanism or decreased Polγ, which likely keep a permanent harmful pressure on mitochondrial-genome and compromise the beneficial effect of subsequent Pgc1α activation. Under such pre-existing mitochondrial dysfunction, Pgc1α activation becomes maladaptive by amplifying mitochondrial dysfunction and oxidative stress. Pgc1α has been reported to ameliorate muscle function during aging^56^. However, in aging the mitochondrial quality control efficiency is decreased and cells are composed of a mixture of low and high-quality mitochondria, so that Pgc1α activation shows a beneficial net effect. Our data also indicate impaired mitophagy in γGT-Cre;Tgfbr2^fl/fl^ mice, suggesting that conditional knockout mice accumulate damaged mitochondria under chronic injury, which likely amplifies the pre-existing mitochondrial dysfunction created by TβRII deletion.. This result is supported by previous studies where TGF-β signaling promoted autophagy/mitophagy and mediated mitochondrial elongation in ARPE-19 cells through downregulation of Opa3^57^.

TGF-β arguably modulates inflammation in CKD. Global knockout of TGF-β1 or TβRII induce lethal inflammatory disorders in mice^20–23^. We demonstrated that PT-specific deletion of TβRII worsens Th1 inflammatory response in chronic injury, probably, through an aberrant activation of macrophage and dendritic cells by injured *S3T2* PT cells involving multiple LR pairs. A limitation of our vision analysis is a lack of deconvolution methods which would facilitate co-localization of immune cell infiltrate and epithelial cells as shown in histology. Based on our data and the literature, Csf, Egf, ncWnt, and Notch may mediate adaptive *S3T2-Macro/Dend* interactions; whereas, Angptl, Fgf, Igf, and Cxcl may be maladaptive mediators. Csf1 mitigates tubular injury following ischemia/reperfusion; whereas Angptl-2 crosstalks with TGF-β to promote fibrosis in human CKD^58,59^. Though we did not establish a causative relationship between mitochondrial injury and inflammation; our findings are in line with previous studies whereby DAMPS specifically activate the Cgas/Sting/IFNγ axis. Moreover, the decrease of the reno-protective Treg cells in injured γGT-Cre;Tgfbr2^fl/fl^ mice is consistent with a beneficial effect of intact TGF-β signaling in the PT’s response to inflammation and chronic injury.

Decreased TβRII in the PT (specifically in cortical CD10+ cells) of CKD patients substantiates the beneficial effect of TGF-β signaling in PT response to human CKD. Taken together with our mouse data, these findings imply a beneficial role of epithelial TGF-β signaling in PT cell homeostasis and metabolism.

In conclusion, we show that deleting TβRII in the PT worsens mitochondrial injury and Th1 inflammatory response in the AA model of CKD. The mechanism includes impaired complex I expression, compromised effect of Pgc1α activation and impaired mitophagy, and aberrant *S3T2-Macrophage/Dendritic* cell interactions. Although previous studies have explored the kinetics of immune response in renal injury, this study clearly identified cellular and molecular contributors in the PT’s maladaptive response to chronic injury that might be targeted to hamper CKD progression in humans.

## Methods

### Animal models

All procedures were approved by the veterinary office of the canton Zurich, Switzerland (ZH123/19). Prior to experimental commitment, mice were tagged using ear notching in accordance with the Laboratory Animal Services Center (LASC) license 101, and generated tissue were used for genotyping. After genotyping, animals were transferred to the experimental room, where they were allowed to acclimate for at least 7 days before starting experiments. During the acclimation period, mice were randomly assigned as controls or CKD and monitored to ensure water and food ad libitum accessibility every other day. Given the pathocentric strain of CKD models, the use of painkillers is mandatory to minimize procedure-related pain. Mice were monitored every other day during 2 weeks of intraperitoneal AA injections (six injections every other day), then every day in the acute phase (7 days after the last AA injection), and finally every other day afterward until the experiment endpoint. Mice were scored for signs of pain (hunched posture, poor grooming, reduced mobility, and subsequent body weight loss) every day in the acute phase. According to our pain scoring criteria, mice were provided wet food pellets and/or administered pre-warmed Ringer’s lactate/5% glucose solution and/or buprenorphine (0.1 mg/kg) diluted in 0.9% NaCl (1 ml of 0.3 mg/ml of buprenorphine in 5 ml of 0.9% NaCl to have 2 microliters/g body weight). Buprenorphine is an opioid and strong analgesic that we preferred in this study because of its long-lasting effect (6–8 h), and compared to other opioids (butorphanol for instance), it reportedly has minimal hemodynamic side effects which is a very important aspect in this study. Euthanasia was considered in case of failure of pain mitigating measures and at the experimental endpoint. If euthanasia is needed before the experimental endpoint, mice were submitted to 70% CO_2_ and only the kidneys were collected for further investigation. In case we cannot decrease animal distress in the assigned time period, concerned animal was immediately euthanized and the kidneys were collected for further investigation. At the experiment endpoint, mice were anesthetized by inhalation of 5% isoflurane in oxygen as carrier gas using the VetFlo stand. After confirmation of complete anesthesia by checking the pedal withdrawal reflex and tail pinch three times, mice were euthanized by cervical dislocation. The personal phone number of the study director and the experimenter including their designed substitutes were purposely put on the animal ID card in order to be contacted for emergency intervention to avoid animals suffering. To generate mice lacking TβRII in the proximal tubule, we crossed Tgfbr2^fl/fl^ mice with those containing γGT-Cre^24^. To generate mice lacking TβRII in the proximal tubule and carrying the mitophagy reporter, we crossed γGT-Cre;Tgfbr2^fl/fl^ mice with the mito-QC reporter mice. We used 8–12-week-old male mice.

### Reagents and antibodies

Reagent and antibody’s information is listed in the Supplementary Tables 1 and 2.

### AA injury models

We intraperitoneally (ip) injected γGT-Cre;Tgfbr2^fl/fl^ mice and littermate floxed controls (N10 FVB background) with 3 mg/kg aristolochic acid (AA) (Sigma-Aldrich) a total of six times over 2 weeks^24^. The mice were sacrificed 3 and 6 weeks after the last AA injection.

### Tissue staining and injury score

Kidneys were harvested, fixed in 10% formalin, paraffin or OCT embedded, and stained with hematoxylin and eosin (H&E), Sirius red or oil red O. The VECTASTAIN Elite ABC Kit (Vector Labs) was used for Pgc1α and CD3 IHC and immune-fluorescence for F4/80. Stained kidney sections were scanned using Zeiss Axio Scan. Images were quantified with ZEN software (Zeiss) and batch processing was performed using Image J (FIJI). For quantification, 10 high-power fields (HPFs) were taken per sample. Pgc1α+ nuclei in renal cortices were counted and cortical CD3+ or F4/80+ area were determined in a blinded fashion using Image J. For Sirius red and oil red O, 10 high-power fields of kidney cortices were taken per sample, and red stained area was quantified using Image J. Kidneys from mice carrying the mito-QC reporter were cryo-sectioned, and nuclei were stained with Dapi. Endogenous fluorescence was recorded using Zeiss Axio Scan. Ten HPFs were taken per sample and mito-lysosome (mCherry) was quantified with Image J. Renal injury (tubular atrophy, flattening, dilatation) and cellular infiltrates were quantified by scoring (0: no lesion; 1: 0–20% injury; 2: 20–40%; 3: 40–60%; 4: 60–80%; 5: 80–100%) in blinded manner.

### Blood urea nitrogen (BUN) measurement

At the time of euthanasia, whole blood was collected from mice, placed in heparinized tubes, and centrifuged to collect plasma that was used at the Zurich Integrative Rodent Physiology facility at the University of Zurich to determine BUN levels.

### Sample processing for spatial transcriptomics

Mice kidneys were harvested from 2 uninjured (Tgfbr2^fl/fl^ and γGT-Cre;Tgfbr2^fl/fl^), 2 AA-3 weeks injured (Tgfbr2^fl/fl^ and γGT-Cre;Tgfbr2^fl/fl^) and 2 AA-6 weeks injured (Tgfbr2^fl/fl^ and γGT-Cre;Tgfbr2^fl/fl^) mice. The 6 samples were OCT Compound (Tissue-Tek, ref.458, SAKURA) embedded in a cryo-mold, snap frozen in liquid nitrogen using a container that has methyl butane and immediately stored at −80 °C. Thin sections of 10 μm were cut using a cryostat (LEICA CM 3050S) with the chamber set to −20 °C and the sectioning head to −15 °C, and immediately transferred on the capture area of the 10X Genomics gene expression slide. Tissues were equilibrated 1 min at 37 °C, fixed 30 min at −20 °C in pre-cooled methanol, H&E stained, and images were captured with the slide scanner microscope (Zeiss Axio Scan). After image acquisition, tissues were permeabilized; reverse transcription and library construction were performed according to 10X Genomics instructions.

### Spatial transcriptomics analysis

After library generation using the Visium Spatial Gene Expression kit (10X Genomics) and sequencing (Functional Genomics Center Zurich, FGCZ), images and fastq files were processed and aligned using the software SpaceRanger from 10X Genomics and the mouse reference genome GRCm39. The count matrices derived from each sample were processed to filter out low-quality spots and poorly expressed genes. Normalization, scaling, and selection of highly variable genes were performed on each sample using the SCTransform method from Seurat. Principal component analysis (PCA) was performed on the merged dataset using the first 30 principal components (pcs). Clustering was performed using a community detection approach and a resolution value of 0.6. We identified positive marker genes that defined clusters compared to all other spots via differential expression using the Wilcoxon Rank Sum test. These steps were performed with the R package Seurat. Cell type’s annotation was performed using the cluster markers, cell type markers from the literature, and by comparing our dataset to an external single cell reference dataset (GSE151658). Integrating spatial data with single-cell data was done by applying the ‘anchor’-based integration workflow introduced in Seurat v3 that enables the probabilistic transfer of annotations from a reference to a query set. After confident annotation of our cell types, we performed trajectory inference to capture transition features in gene expression within clusters, followed by a differential expression analysis between injury time points and phenotypes for each of the cell types using the Wilcoxon test implemented in Seurat. Gene Ontology biological processes were analyzed using the R package clusterProfiler. Pathway analyses were performed using Metacore. Cell–cell communication was analyzed using the CellChat tool that is able to quantitatively infer and analyze intercellular communication networks from single-cell RNA-sequencing. Gene expression was visualized with Cloupe browser (10X Genomics). Starting from the cell counts for the different cell types, we applied Fisher’s Exact test to determine whether a certain cell type is more or less abundant in the γGT-Cre;Tgfbr2^fl/fl^ sample relative to Tgfbr2^fl/fl^.

### snRNAseq database analysis

snRNA-Seq data were downloaded from Zenodo repository under the accession number 4059315 (Human scRNAseq on CD10+ cells). Seurat v4.1.0 in R v4.2 was used for analyses, including normalization, clustering, and differential expression. Firstly, we normalized, scaled, and centered each sample separately using *SCTransform v2*. We further applied *RunPCA*, *RunUMAP, FindNeighbours* with default parameters, and *FindCluster* at a resolution of 0.5. Finally, counts were recorrected with *PrepSCTFindMarkers* for differential expression. Differential gene expression was evaluated using the Wilcoxon Rank Sum test from the *FindMarkers* function. Feature plots were drawn using the *plot*_*density* function from the nebulosa package. Calculation of the pathway scores was performed using REACTOME genesets. We also applied Progeny algorithm to estimate the TGF-β pathway activity.

### Mitochondrial ultrastructure analysis

Kidney samples were harvested and directly immersed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer. Images were acquired at different magnification using a transmission electron microscope (TEM) performed on a Tecnai T12 operating at 100 keV using a side mount AMT CCD camera. Quantification of mitochondrial length and injury score (g0: no injury; g1: slight decrease of cristae number or small vacuoles; g2: severe decrease of cristae or big vacuoles formation; g3: severe decrease of cristae, big vacuoles formation and myelin figures) was performed with Image J (9 different areas from 2 different animals per group). Unpaired Student’s *t* tests was used to compare two groups. *P* values of less than 0.05 were considered statistically significant.

### Intravital mitochondria imaging

Animals were anesthetized by isoflurane (1.5–5%, in oxygen with a flow rate of 600 ml/min) and the left kidney was externalized for imaging as described previously^60^. The internal jugular vein was cannulated to allow intravenous injections of dyes and reagents. Animals were placed on a custom-built temperature-controlled stage and body temperature was monitored throughout experiments. Imaging was performed using a custom-built multiphoton microscope operating in an inverted mode, and powered by a broadband tunable laser (InSight DeepSee Dual Ultrafast Ti:Sapphire, Spectraphysics, Santa Clara, CA, USA). Intravital imaging was performed with an XLPlan N ×25/1.05 water immersion objective (Olympus, Tokyo, Japan) and emitted light was collected through four highly sensitive gallium-arsenide-phosphide photomultiplier tubes (Hamamatsu, Japan) in a non-descanned epifluorescence detection mode. The following excitation wavelengths were used: tetramethylrhodamine methyl ester (TMRM, 0.4 mg/kg i.v) 850 nm and Dextran Alexa 647 (2 mg/kg i.v) 1120 nm. The quantitative analysis for dextran and TMRM uptake was performed by a researcher blinded to the intervention, and each field of view (900 µm²) was captured using the same imaging setting (18 different areas from 4 different animals per group). All image processing was done in Image J (FIJI). For better visualization of the images, contrast, and brightness were modified and applied to all parts of the figures equally. Some images were post processed to improve the quality, using the FIJI gaussian blur. Data are presented as mean values (±SEM). All data were statistically evaluated using GraphPad Prism software.

### Flow cytometry

Kidneys were collected from uninjured and injured animals. After capsule removal, kidneys were immediately placed in ice-cold FACS buffer (2% FBS in PBS), mechanically dissected, and mixed with IMDM media containing collagenase IV (600 U/ml, Worthington) for 1 h at 37 °C in a shaker (150 rpm). Single cells were obtained by passing the digested kidneys through 70 µm cell strainers. Samples were washed once with FACS buffer and treated with ACK lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM Na_2_EDTA in dH_2_O pH 7.2) for 1 min to get rid of red blood cells. Afterward, samples were washed with FACS buffer and re-suspended in 8 ml 40% (w/v) percoll gradient solution, 70% percoll was underplayed and centrifuged for 30 min at 860 × *g* at room temperature. After centrifugation 5–6 ml percoll gradient was removed and the leukocyte ring at the inter-phase transferred to a new tube for washing with FACS buffer. Samples were divided into 3 groups for extracellular myeloid, extracellular lymphoid, and intracellular staining. Antibodies (clones, dilution, and companies) used in FACS are listed in the supplementary data. A BD FACSymphony 5 L cell cytometer was used for acquisition and FlowJo for further analysis. The yield of immune cells is always based on the step after Percoll gradient separation. Immune cells were further purified from red blood cells by a short exposure to ACK lysis buffer. The cell number, as well as the percentage of each immune cell population is defined using specific markers notably CD45. Abundance of relevant cell populations was visualized in the gating strategy, as well as in the excel sheets provided for each cell population; myeloid, lymphoid, and cytokine producing cells. Single cells were preliminary selected in terms of size with FSC/SSC gating. Singlets were further selected using SSC-H gating. To analyze cell population of interest, a Live-dead Flow Cytometry marker was used to select alive cells in our analysis. Thereafter, specific markers were used to gate and analyze for each immune cell type as stated in the gating strategy and antibody list we provided in the supplementary information.

### Mitochondria fractionation

Mitochondrial and cytosolic cell fractionation was performed using the mammalian cell mitochondria isolation kit (ThermoFisher). Briefly, proximal tubule cells were lysed in the presence of a protease inhibitor cocktail (Roche) and Dounce homogenized. Mitochondrial and cytosolic fractions were isolated by differential centrifugation and pelleted mitochondria were re-suspended in 2% CHAPS in TBS with protease inhibitors.

### Cell culture and experiments

PT cells were generated from the Immorto-mouse crossed with the Tgfbr2^fl/fl^ mice^24^. PT cells were isolated from male mice and grown at 33 °C in DMEM/F12 supplemented with 2.5% fetal bovine serum, hydrocortisone, insulin, transferrin, selenium, triiodothyronine, and penicillin/streptomycin (complete PT media) with IFNγ. Prior to experiments, PT cells were moved to 37 °C and IFNγ removed to induce differentiation. 

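The deposited counts give the level of Tgfbr2 transcripts but not whether the floxed exon was missing from them. Tgfbr2 was counted on ENSMUST00000061101, on chromosome 9 of GRCm38.p6 from 116087695 to 116175363. Untreated TβRII flox/flox PT cells had 8393 ± 843 normalized counts and untreated TβRII-/- PT cells had 6605 ± 220.3 (SD, n = 3), or 78.7% of the TβRII flox/flox level. The log2 fold change was −0.35 (standard error 0.07, adjusted p = 2.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between −0.43 and −0.27 with each library left out in turn. With H_2_O_2_, TβRII flox/flox PT cells had 13633 ± 328 normalized counts and TβRII-/- PT cells had 7216 ± 97.7 (log2 fold change −0.92). Of 12 TGF-β target genes tested, 9 fell in TβRII-/- PT cells, with a median log2 fold change of −1.42 over the 12; all 12 had an adjusted p under 0.05 (12 adjusted over the list alone). As a list they were lower in TβRII-/- PT cells in camera (adjusted p = 2.63e-07 over 19 lists) and in fry (adjusted p = 3.24e-07), but not with a correlation estimated for the list (adjusted p = 0.112). Over all alternatives the adjusted p was between 4.91e-08 and 0.112. The 3 targets that rose included Tgfbi and Acta2, with log2 fold changes of 3.35 and 2.41. The 25 neighbouring genes that include each had medians of −0.26 for Tgfbi and 0.62 for Acta2 relative to the genome.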

Deletion of TβRII in PT was achieved by adeno-Cre treatment in vitro and verified by immunoblotting and RNAseq. PT cells were plated at 30% confluency in complete PT media. PT cells were injured with complete media containing 10–20 μM of AA for 3 to 7 days unless otherwise specified. PT cells were serum starved for 24 h prior to stimulation with TGF-β1 (R&D Systems) for up to 24 h or with 200 μM of H_2_O_2_ for 24 h.

### RNAseq

RNA isolation was performed with Machery Nagel kit including a DNase step. RNA sequencing was performed at FGCZ. Extracted RNA was prepared for sequencing using the TruSeq Stranded mRNA Library Prep assay following the manufacturer’s protocol (Illumina). Sequencing was performed on the NovaSeq 6000 using the S1 Reagent Kit v1.5 (100 cycles) as per manufacturer’s protocol (Illumina). Demultiplexing was performed using the Illumina bcl2fastq Conversion Software. Individual library sizes ranged from 20.7 million to 26.7 million reads. RNA sequencing analysis was performed using the SUSHI framework which encompassed the following steps: read quality was inspected using FastQC, and sequencing adapters removed using fastp; alignment of the RNA-Seq reads using the STAR aligner and with the GENCODE mouse genome build GRCm38 (patch 6, Release M23) as the reference; the counting of gene-level expression values using the ‘featureCounts’ function of the R package Rsubread; differential expression using the generalized linear model as implemented by the DESeq2 Bioconductor R package; Gene Ontology (GO) term pathway analysis using the hypergeometric over-representation test via the ‘enrichGO’ function of the clusterProfiler Bioconductor R package. All R functions were executed on R version 4.1 and Bioconductor version 3.15.

### Seahorse XFe metabolic analysis

For XFe Seahorse experiments, Mitostress test, Palmitate Oxidation Stress test, and Substrate oxidation stress tests, as well as cell density optimization and working concentration titers for each inhibitors, were performed following the manufacturer’s guidelines (Agilent). For Palmitate Oxidation Stress tests, cells were incubated with substrate-limited growth media containing 0.5 µM L-carnitine overnight. The palmitate-bovine serum albumin (BSA) substrate was added right before the measurement. The injection ports included 4 µM etomoxir, 1.5 µM oligomycin, 2.5 µM FCCP, and 0.5 µM rotenone/antimycin, respectively. For Substrate Oxidation Stress assays, 30 µM BPTES and 30 µM UK5099 were used (Sigma) and all solutions were adjusted to pH 7.4 before the assay. After each experiment, cells were lysed using 1X passive lysis buffer (Promega) and Bradford assays were performed to determine protein concentrations. All experiments were analyzed using Wave software.

### ATP, lactate, and NAD+/NADH measurements

ATP, lactate, and NAD+/NADH were measured by bioluminescence assays according to the manufacturer’s instructions (Promega). ATP and lactate were measured from the same cellular lysates. For each assay, optimized number of cells was seeded in 96 wells white opaque plates and incubated for 60 min in dark at room temperature before measurement. NAD+/NADH ratios were normalized to the ratio of TβRII^flox/flox^ PT cells to obtain the relative ratio.

### DCFDA assay

PT cells were stained using a DCF kit at 37 °C in dark for 30 min in 1X buffer (Abcam). Afterward, TBHP (positive control) or the corresponding antioxidant (10 μM MitoQ or 1 mM of NAD+, Promega) were applied in 1X supplementary buffer at 37 °C in dark for 3 h. Cells were transferred to V-bottom 96-well plates and acquired in BD-Canto Flow Cytometer.

### qPCR

RNA from PT cells or renal cortices were isolated using the Nucleospin RNA extraction kit, following the manufacturer’s instructions (Macherey Nagel). cDNA was generated using AffinityScript Multi-Temp Reverse Transcription kit (Agilent). RT-qPCR was performed using MX3000p real-time PCR machine (Agilent). Relative mRNA expression was determined by the ΔΔCT method, using Gapdh and S12 as a reference gene (after validation of a panel of housekeeping genes). Primer sequences are as follows (forward and reverse) Gapdh: 5′-AGGTCGGTGTGAACGGATTTG-3′ and 5′-TGTAGACCATGTAGTTGAGGTCA-3′; S12: 5′-GAAGCTGCCAAAGCCTTAGA-3′ and 5′-GAAGCTGCCAAAGCCTTAGA-3′; Pgc1α: 5′-TCT CAG TAA GGG GCT GGT TG-3′ and 5′-TTC CGA TTG GTC GCT ACA CC-3′; KIM-1: 5′-CTC TAA GCG TGG TTG CCT TC-3′ and 5′-GGG CCA CTG GTA CTC ATT CT-3′; Nd1: 5′-TAG AAC GCA AAA TCT TAG GG-3′ and 5′-TGC TAG TGT GAG TGA TAG GG-3′; β-actin: 5′-GCC TTC CTT CTT GGG TAT GG-3′ and 5′-CAA TGC CTG GGT ACA TGG TG-3′.

### Immunoblotting

PT cells were lysed for protein isolation using; 25 mM Tris-HCl pH 8, 1 mM EDTA, 150 mM NaCl, 1% NP-40, 1 mM Na_3_VO_4_, and protease inhibitor cocktails (Sigma). The tissue lysis buffer additionally contained 1 mM PMSF, 1 µg/ml aprotinin, 1 µg/ml leupeptin, and 1 µg/ml pepstatin A. Proteins of both tissue and cell lysates were separated by SDS-PAGE and transferred to nitrocellulose membranes. All primary antibodies were dissolved in 5% BSA solution and incubated with membranes overnight at 4 °C. The following primary antibodies were used: Pink1 (Novus), LC3A (CST), Pgc1α (Merck), cleaved caspase 9 (CST), phospho-Smad3 (CST), total OXPHOS (ab110413, Abcam), Polγ (Santa Cruz), Tom20 (Santa Cruz), α-tubulin (GT114, GeneTex), polyclonal goat anti-rabbit-HRP (31460, Pierce), polyclonal goat anti-mouse-HRP (31430, Pierce). Following addition of HRP substrate (NEL113001EA, PerkinElmer), chemiluminescence was recorded with a LAS-400 mini Luminescent Image Analyzer and Image J was used for quantification.

### Statistical analysis

If not stated, unpaired Student’s *t* tests was used to compare two sets of data, and two-way ANOVA followed by Sidak’s multiple comparisons was used to compare 4 groups (FACS), with *p < 0.05 considered significant. At least 3 independent experiments or biological replicates are performed for each in vitro experiments unless otherwise stated. Results are presented as mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer review file

Reporting Summary

## Data Availability

RNAseq raw and metadata are available at both GEO accession GSE225545 and Zenodo repository (https://zenodo.org/record/7912879#.ZGDp5oRByUl). Visium data and analysis are available at Zenodo repository (10.5281/zenodo.7635958). Online scRNAseq data used for cell type annotation in Visium were from GSE151658^32^. snRNA-Seq data were from Zenodo repository under the accession number 4059315^48^. All other relevant data supporting the key funding of this study are available within the article and its Supplementary information files. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

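RNA was measured in 12 libraries of conditionally immortalized PT cells, 3 for each of 4 groups: untreated TβRII flox/flox PT cells, untreated TβRII-/- PT cells, and both after 24 h of H_2_O_2_ in serum-free medium. Conditions and replicate numbers came from the sample labels and the paper's methods. The title of replicate 3 of untreated TβRII flox/flox PT cells is abbreviated differently from those of replicates 1 and 2, and its label gives the same genotype and medium.

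The authors removed adapters with fastp, aligned the reads with STAR to GRCm38.p6 with GENCODE M23, and counted them with featureCounts. The values they deposited are whole-number counts without normalization. Gene counts had been assumed when the tests were designed, but the deposited counts are per transcript, and a read that overlaps several transcripts of a gene is counted on each. Summing them would count such reads repeatedly, between 3.24 and 3.37 times the gene totals used here. Of 106332 transcripts, 104820 were matched by identifier to GENCODE M39, which gave 25514 genes, 21552 of them protein-coding. The other 1512 transcripts held between 1.22% and 1.28% of the counts of a library and were left out. For each of the 17419 genes with more than 1 transcript, the transcript with the highest total over all libraries stood for the gene. Genes whose reads are shared with near-identical copies or overlapping genes are uncertain, since the authors' settings for such reads are not given in the paper's text. Coordinates are those of an NCBI gene table of GRCm38.p6, which covered 20154 of the genes; sequence matches were made to GRCm39 and are named as such.

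Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Libraries were normalized by TMM, genes were filtered with filterByExpr on the 4 groups, and glmQLFit and glmQLFTest were run on a model with a mean per group. Contrasts compared genotypes without and with H_2_O_2_, H_2_O_2_ with no treatment in each genotype, and the H_2_O_2_ effects of the genotypes (interaction). Genes were called at the paper's limits, a p of 0.01 and a fold change of 1.5. The paper's text does not say whether p was adjusted, and the unadjusted p was used; the interaction was called at a Benjamini-Hochberg adjusted p of 0.05. Fold changes against a group with at most 3 counts in every library are given as lower bounds, computed against 3 normalized counts. The median library detected 15216 genes. No pair of replicates differed by as little as sampling noise: the chi-square per gene between replicates was between 3.65 and 12.7.

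Before the data were examined, 29 gene lists, the tests and most alternatives were written down. The 19 lists with at least 5 tested members were tested with camera at a preset correlation of 0.01. Genes named in the text are those the paper names for these cells, the members of the lists it points to, and the 5 genes with the largest rise and the 5 with the largest fall between untreated genotypes (3 and 3 for H_2_O_2_ in TβRII flox/flox PT cells) among protein-coding genes with an adjusted p under 0.05, a mean of at least 10 counts and no overlap between the groups' libraries; 10% of genes would show no such overlap by chance. Some genes that meet this rule or belong to these lists are not reported here. Families of mitochondrial proteins were tested with a two-sided Fisher's exact test against all genes tested. Each chromosome was cut into consecutive windows of 25 neighbouring genes. The median log2 fold change is that of the window which holds a gene, with the gene itself included. Windows were not centred on the gene, which can lie at the edge of its window. The share of counts on mtDNA-encoded genes was compared by a two-sided exact permutation test.

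Results were recomputed, where the setting applied, with DESeq2's size factors in edgeR, with DESeq2 1.42.0, without a filter on low counts, with only genes that had at least 10 counts in every library, with the replicate number as a block, without mtDNA-encoded genes, with only the groups compared, and without each library in turn. Sums over transcripts, a background of all protein-coding genes, separate control libraries, and 7 fits of only the 6 untreated libraries with DESeq2 or on sums were added after the counts had been seen. The tests were tried on simulated counts with 12747 genes. With a simulated fold change of 2, edgeR recovered 188 of 198 changed genes and called 9 unchanged ones; DESeq2 recovered 185 and called 5. For the interaction edgeR recovered 182 of 200 with 6 unchanged genes called. In a contrast with no simulated change edgeR called 12 genes. A simulated list of 20 risen genes had a camera p of 3.42e-180 and an unchanged one a p of 0.97. Nuclear copies of mtDNA and copies of Y-linked genes were searched with BLAST 2.17.0+, and tables were joined with Python 3.11.15. The gene sets of EnrichR, GO and Metacore, and the paper's in vivo, spatial and protein data, were not used here.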

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

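The explanations of the Tgfbr2 counts by undeleted cells, of the epithelial change by mixed cells and by a wider epithelial change, and those by serum withdrawal and by a lasting Nrf2 response, were tested only after the result was seen; the others in this part were set down earlier.

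The effect of H_2_O_2_ differed between genotypes for 1321 genes at an adjusted p under 0.05 (edgeR's test of the interaction, Benjamini-Hochberg). The response was more positive in TβRII-/- PT cells for 506 genes and more negative for 815. Judged by the fitted changes alone, it had opposite directions for 696 and was weaker in the same direction in TβRII-/- PT cells for 382. These counts did not require the change in either genotype to pass a test. At the paper's limits H_2_O_2_ changed 447 genes in both genotypes, and 445 of these moved in the same direction. When treatment labels were exchanged within genotypes, 4 of 60 relabelings, the real one included, gave as many genes, and the highest count was 2146. All 3 others kept the true grouping in 1 genotype, so they hold that genotype's response to H_2_O_2_ and are no measure of chance. Of the 49 relabelings that kept it in neither, none gave as many and the highest count was 0; there the response to H_2_O_2_ adds to the spread within groups. The count depended on single libraries: it fell to 833 and 878 without replicates 1 and 2 of H_2_O_2_-treated TβRII-/- PT cells.

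Among genes named for these cells, Tgfbr2 rose with H_2_O_2_ in TβRII flox/flox PT cells but hardly in TβRII-/- PT cells, a difference of −0.57 (log2). Relative to TβRII flox/flox PT cells, the response in TβRII-/- PT cells was more positive for Ppargc1a (0.80), Wnt5a (0.87) and Cat (0.34), and more negative for Angptl2 (−0.73), Angptl7 (−1.01; Angptl7 fell in both), Jag2 (−0.65), Notch1 (−0.44), Hbegf (−0.85) and Srxn1 (−0.38). The mtDNA-encoded genes mt-Co1, mt-Nd4, mt-Nd5, mt-Nd6 and mt-Cytb had differences of −0.52, −0.49, −0.51, −0.62 and −0.48. All had an interaction adjusted p under 0.05 in edgeR's test, and leaving out single libraries was not computed for these differences.

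Gene lists with different responses to H_2_O_2_ (camera, adjusted p over 19 lists in brackets) were Notch receptors and ligands (0.0302), mtDNA-encoded mRNAs (2.55e-06), TGF-β targets (0.00121), glycolysis (0.00172), fatty acid oxidation (0.0106), cell cycle (4.18e-07) and cholesterol synthesis (1.21e-31). With fry all but the Notch list stayed past 0.05, and with a correlation estimated per list only cholesterol synthesis did (0.000116). Cell cycle genes fell with H_2_O_2_ by a median of 0.21 in TβRII flox/flox PT cells and 0.57 in TβRII-/- PT cells on the log2 scale. Glycolysis genes fell by 0.57 and 0.36. Serum was withdrawn together with H_2_O_2_, so these falls cannot be assigned to either. No technical explanation was tested for these lists apart from cholesterol synthesis.

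The paper's text gives no count of genes that differ between the genotypes with H_2_O_2_. There 3860 genes passed the paper's limits, 2187 up and 1673 down in TβRII-/- PT cells. Of these, 2914 were also called without H_2_O_2_, 2913 of them in the same direction. In splits of the 6 libraries compared, with only these libraries in the model, 1 of 10 splits, the real one, gave as many genes (3793), and no other gave more than 1. With 10 splits the share cannot go under 0.1, so the share itself decides nothing, here or in the other contrasts. In simulated counts without a change the same limits called 12 genes. For untreated TβRII-/- PT cells against untreated TβRII flox/flox PT cells, 1 of 10 splits gave 3359 genes and no other gave more than 8. For H_2_O_2_ in TβRII flox/flox PT cells, 1 of 10 gave 934 and no other more than 10; for H_2_O_2_ in TβRII-/- PT cells, 1 of 10 gave 1009 and no other more than 11.

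Genes of cholesterol synthesis rose with H_2_O_2_ in TβRII flox/flox PT cells: all 16 were higher, with a median log2 fold change of 1.15, and 15 passed the paper's limits (camera adjusted p = 3.93e-57; 1.28e-05 with an estimated correlation). In TβRII-/- PT cells 15 of 16 rose, with a median of 0.58, and the response was less positive for all 16. Among 10000 lists matched on GC content, length and expression the highest median was 0.35, so these gene properties do not account for the rise. With DESeq2's size factors the list's median was 1.16. These factors were close to those of TMM, so this shows only that the choice between these scalings did not matter. H_2_O_2_ was given in serum-free medium, which lacks the cholesterol that serum brings. There were 0 libraries with H_2_O_2_ in serum or in serum-free medium alone, and the effects of H_2_O_2_ and of serum withdrawal cannot be told apart for this list because they changed together. Serum withdrawal may contribute to the rise, as a hypothesis.

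A transcriptional response to oxidants at 24 h was sought in 6 targets of Nrf2. In TβRII flox/flox PT cells Nqo1 rose with H_2_O_2_ (log2 fold change 0.51), whereas Hmox1, Txnrd1, Gclm, Gclc and Srxn1 fell, with a median of −0.43 over the 6. The targets went both ways and serum was withdrawn together with H_2_O_2_, so a lasting Nrf2 response and its absence cannot be told apart here; an earlier response was not measured.

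The genes with the largest fitted rise in untreated TβRII-/- PT cells were absent or nearly absent from TβRII flox/flox PT cells. Fitted values over such groups depend on the prior count, so their order is not that of the bounds. Against a floor of 3 counts, Cldn4 was at least 279-fold higher (837 ± 31.2 normalized counts in TβRII-/- PT cells, SD, n = 3), Mal2 at least 189-fold (566 ± 50.9), Mal at least 1790-fold (5369.6 ± 305), Esrp1 at least 77.8-fold (233 ± 11.6) and Wfdc2 at least 72.9-fold (219 ± 14.8). Among the largest fitted falls were those of Ildr2, at least 98.7-fold lower, Pcdhb12, at least 14.4-fold, Peg12, at least 12.4-fold, and Pcdhb11, at least 12.4-fold. Pcdhb11 and Pcdhb12 are neighbours in a family of similar genes on chromosome 18, so their counts are uncertain where reads are shared. The 25 neighbouring genes that include both had a median log2 fold change of −3.37 relative to that of the genome, so their fall is part of one of the whole cluster. For the 25 neighbouring genes that include Cldn4, Mal2, Mal and Wfdc2 the medians were 0.39, 0.28, 0.31 and 0.34, far smaller than the changes in these genes. The paper's text names none of these.

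Several of the risen genes encode epithelial junction proteins or splicing factors, so lists of epithelial and mesenchymal genes were written after these genes had been seen, and some members (Cldn4, Esrp1) were known to change. All 18 epithelial genes tested rose, with a median log2 fold change of 3.88, or 3.22 with genes at the floor set to their bound (camera adjusted p = 7.74e-24). Of 17 mesenchymal genes, 15 fell, with a median of −1.80 (camera adjusted p = 1.37e-19). Both lists held with fry (7.32e-13 and 9.35e-10) and with an estimated correlation (2.35e-05 and 0.000666). Mixing of TβRII flox/flox-like cells with other epithelial cells in the TβRII-/- cultures is argued against by abundant transcripts: of 4214 genes with at least 1000 normalized counts in TβRII flox/flox PT cells, 19 were under 5% of that level in TβRII-/- PT cells, down to 0.502% for Heph, with Lox at 0.975%. Of 10 proximal tubule markers tested, 3 rose and 7 fell, so the rise of epithelial genes did not extend to most of these markers. A wider shift from a mesenchymal to an epithelial program would give the opposite moves of the epithelial and mesenchymal lists. Whether it followed from loss of TβRII or from other differences that arose between the lines is open: there were 0 libraries of other lines in which TβRII was deleted or restored, and these cannot be told apart.

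Tgfbr2 was still counted in TβRII-/- PT cells, although the receptor's gene was targeted: untreated TβRII-/- PT cells had 78.7% of the TβRII flox/flox level, and with H_2_O_2_ the level was 0.529-fold that of TβRII flox/flox PT cells. Undeleted cells that had kept the TβRII flox/flox profile and made up most of the TβRII-/- cultures would hold abundant TβRII flox/flox transcripts near that share, whereas the same 19 genes were under 5%. This does not reach undeleted cells of a line that had changed for other reasons: with 0 libraries of other lines, these and deleted cells cannot be told apart. Transcripts from the recombined allele could still be counted; whether the floxed exon was absent cannot be read from counts per transcript and was not tested.

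With H_2_O_2_ in TβRII flox/flox PT cells, the largest rises under the rule for named genes were those of Cldn4, Wnt10a and AI854703, and all were at a few counts: Cldn4 was at least 1.30-fold and Wnt10a at least 1.28-fold higher than a floor of 3 counts, and AI854703 did not exceed that floor on average. The largest falls were firmer. Ntsr1 fell from 78.4 ± 18.1 normalized counts (SD, n = 3) to none, at least 26.1-fold lower. Sult1d1 fell from 238 ± 48.0 to 2.42 ± 2.30, a log2 fold change of −6.52, and Sult1a1 was at least 11.0-fold lower. In TβRII-/- PT cells Ntsr1 and Sult1d1 also fell (log2 fold changes −5.03 and −3.15), and Sult1a1 was at least 6.94-fold lower. No technical explanation was tested for them, and H_2_O_2_ and serum withdrawal changed together.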

How the results depend on the processing

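The tests on sums over transcripts, on a background of all protein-coding genes and on separate control libraries, and 7 fits of only the 6 untreated libraries, were chosen only after the counts had been seen. Of the comparisons under settings other than the leaving out of a library, 96 kept their direction and side of the threshold or stayed within 1.5 times the value reported, 11 moved and 10 became weaker. Of the single genes and lists, 397 kept theirs, 15 became stronger, 5 weaker and 1 reversed.

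The counts of changed genes stayed within 1.5 times under every normalization, tool and filter tried, and exceeded it only when the fold change limit was dropped for an adjusted p under 0.05, which by construction admits smaller changes. They were then 8387 for untreated genotypes, 8617 for genotypes with H_2_O_2_, 5392 for H_2_O_2_ in TβRII flox/flox PT cells and 5135 for H_2_O_2_ in TβRII-/- PT cells. Without that limit 50.6% of the changed genes in H_2_O_2_-treated TβRII flox/flox PT cells had risen, against 67.8% with it. The filter to genes with at least 10 counts in every library removes genes silent in 1 genotype and gave 2957 genes with H_2_O_2_, 815 for H_2_O_2_ in TβRII flox/flox PT cells and 708 for H_2_O_2_ in TβRII-/- PT cells. Leaving out each library gave 3729 to 3922 genes for the genotypes with H_2_O_2_, 843 to 1062 for H_2_O_2_ in TβRII flox/flox PT cells and 956 to 1017 for H_2_O_2_ in TβRII-/- PT cells. The median log2 fold change of all genes was between 0.01 and 0.02 under every scaling.

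The interaction was less stable. It gave 1314 genes with DESeq2, 962 with sums over transcripts and 833 to 1680 across the fits that each left out a library. The lowest came without replicate 1 of H_2_O_2_-treated TβRII-/- PT cells, and 878 without its replicate 2; 1680 came without replicate 1 of untreated TβRII flox/flox PT cells. The cause was not tested.

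Replicate numbers did not pair the libraries. The correlation of deviations from the group means over 18 pairs with the same number lay between −0.10 and 0.06, and the fit with the replicate number as a block gave 3494 genes between untreated genotypes; it changed no call of a named gene or list.

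The ratio for complex I, 0.400 as reported, was 0.752 at an adjusted p of 0.05, 0.688 among genes that rose, 0.470 with the filter to 10 counts, 0.658 against all protein-coding genes and 0.530 against lists matched on expression, all below 1 but not past the threshold. For complexes II to V it was 0.707 among genes that rose, 0.638 against all protein-coding genes and 0.513 against matched lists, also not past it. The cause was not tested. Ribosomal proteins and the 4 families together stayed past the threshold in all settings.

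Gene list tests depended most on the choice between camera and fry and, within camera, on how correlation between genes was handled. Fry tests whether a list's genes change at all, whereas camera compares them with the other genes. In edgeR's test 8387 of 12971 genes had an adjusted p under 0.05 between untreated genotypes. A pass in fry there says little about how a list differs from other genes. Between untreated genotypes 2 of 19 lists passed with camera's preset correlation, 17 with fry, and 0 with an estimated correlation (1 at an unadjusted p under 0.05). For the genotypes with H_2_O_2_ these were 4, 16 and 0 (1 at an unadjusted p under 0.05). With an estimated correlation 2 of the 12 lists passed for H_2_O_2_ in TβRII flox/flox PT cells. It was 5 of 11 for H_2_O_2_ in TβRII-/- PT cells and 1 of 7 for the interaction. Why the estimated correlation changed the calls was not tested.

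Hey1 was the gene that reversed: from −0.12 to 0.28 with sums over transcripts, and −0.48 to 0.90 (log2) with libraries left out. Its counts were few and varied between libraries. The difference in the mtDNA-encoded share between genotypes with H_2_O_2_ lay between −0.534 and 0.0593 percentage points with libraries left out, the last without replicate 3 of H_2_O_2_-treated TβRII flox/flox PT cells. The correlation of the effects of deletion and of H_2_O_2_ was 0.0464 by Spearman's method, weaker than the 0.149 reported. With separate control libraries it was 0.0620, but from mean log counts in place of edgeR's fold changes. It was 0.0991 to 0.207 with libraries left out, the lowest without replicate 1 of H_2_O_2_-treated TβRII flox/flox PT cells. The cause was not tested.

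Some calls of genes with low counts depended on single libraries. Angptl4, Ereg, Hey1, Btc, Nrarp and Wnt5b were among the genes with fewer than 25 normalized counts in untreated TβRII flox/flox PT cells. For Angptl4, Ereg, Hey1 and Wnt5b a call or a direction changed when a library was left out. Calls also changed in this way for Hbegf and Angptl2, with 1184 and 980.5 normalized counts in the same cells. Depth was not tested as the cause.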

Differences from the paper's values

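The fit of only the libraries compared was fixed before the data were examined; 7 further fits of the same 6 libraries, with DESeq2 or with sums over transcripts, were chosen only after its count had been seen beside the paper's. The paper's count of deregulated genes is 3359, and 3507 were called here. With only the 6 untreated libraries in edgeR's model the count was 3359, the paper's number, 1 of many settings tried; whether they are the same genes was not compared, and edgeR on 1 transcript per gene is not the paper's method. The 7 fits chosen afterwards gave other numbers. DESeq2, without a filter on low counts, gave 3417 genes on representative transcripts and 3489 on sums, or 3266 and 3336 with the adjusted p. With a filter DESeq2 gave 3274 and 3366, and edgeR on sums gave 3435. The other alternatives at the same limits gave between 2638 and 3816, and 8387 genes passed an adjusted p of 0.05 without a fold change limit. The paper's library sizes, 20.7 M to 26.7 M, count reads, whereas the gene counts here summed to between 15.9 M and 20.9 M per library.

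The paper ranks Mitochondrion first among cell components. The 4 families of nuclear-encoded mitochondrial proteins tested here are not that term's gene set, and they held fewer changed genes than the background, with a ratio of 0.308 for all 4 together. In no setting was the ratio above 1.

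The paper has Angptl2 and Angptl6 lower in TβRII-/- PT cells. Their log2 fold changes were −0.09 and −0.41, and neither passed an adjusted p of 0.05 (0.270 and 0.212, edgeR). Angptl2 did pass without replicate 3 of untreated TβRII flox/flox PT cells (adjusted p = 0.0406, between 0.0406 and 0.646 over all alternatives), a setting fixed beforehand; Angptl6 passed in none. With H_2_O_2_, Angptl2 was lower in TβRII-/- PT cells (−0.82, edgeR adjusted p = 7.11e-12) and Angptl6 was higher (0.60, edgeR adjusted p = 0.0144). The difference between these effects and those in untreated cells had an interaction adjusted p of 8.28e-06 for Angptl2 and 0.0676 for Angptl6. Leaving out single libraries was not computed for these genes in the contrasts with H_2_O_2_.

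The paper has Notch target genes and other possible adaptive factors lower in TβRII-/- PT cells. It does not name these factors there. Egf and ncWnt ligands were taken because its discussion proposes them, beside Notch, as possible mediators of adaptive interactions. Hes1 and Wnt5a were lower, Nrarp was higher (log2 fold change 4.70), and Hey1 and Hey2 did not differ (−0.12 and −0.25). Of the Egf ligands, Egf, Tgfa and Btc were higher (0.96, 2.27 and 2.28) and Hbegf was lower (−0.20). Ereg, lower by less than the spread between libraries (−0.67), passed without replicate 3 of untreated TβRII-/- PT cells (−1.43, edgeR adjusted p = 0.0119, between 0.0119 and 0.564 over all alternatives). With H_2_O_2_, Hbegf was lower in TβRII-/- PT cells (−1.04, edgeR adjusted p = 1.15e-15), and Nrarp, Tgfa and Btc were higher (3.78, 2.05 and 3.05). Wnt5b, the other ncWnt ligand tested and a gene with few counts in untreated cells, also passed as higher (2.12). Hes1, Hey1, Hey2, Wnt5a, Egf and Ereg did not pass an adjusted p of 0.05 with H_2_O_2_. Of Hes1, Hey1, Hey2, Wnt5a, Hbegf, Egf and Ereg, the effect itself differed from that in untreated cells, at an interaction adjusted p under 0.05, for Wnt5a and Hbegf. The genes in the paper's Supplementary Fig. 16 were not used here.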

Other observations

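The tests of sampling of genes and of chromosome copy number, and the tests of Y-linked genes by read number and by omission from the authors' alignment, were chosen only after the result was seen; the others in this part were set down earlier.

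The paper reports more mitochondrial genome-encoded product with H_2_O_2_ in TβRII flox/flox PT cells and an effect of deletion like that of H_2_O_2_ on mtDNA replication; the files hold transcripts, not DNA or protein. The mtDNA-encoded protein genes took 4.80% ± 0.306 of gene counts in untreated TβRII flox/flox PT cells (SD, n = 3), 5.99% ± 0.517 in untreated TβRII-/- PT cells, 6.00% ± 0.625 in H_2_O_2_-treated TβRII flox/flox PT cells and 5.70% ± 0.504 in H_2_O_2_-treated TβRII-/- PT cells. The differences of 1.20 percentage points for deletion and 1.20 for H_2_O_2_ in TβRII flox/flox PT cells each had p = 0.1, the smallest that an exact two-sided permutation test of 3 against 3 can give. The difference for H_2_O_2_ in TβRII-/- PT cells was −0.29 (exact permutation p = 0.5), and between genotypes with H_2_O_2_ it was −0.29 (exact permutation p = 0.6). These last differences rested on single libraries. For H_2_O_2_ in TβRII-/- PT cells the difference was −0.00265 without replicate 1 of H_2_O_2_-treated TβRII-/- PT cells and −0.58 without replicate 1 of untreated TβRII-/- PT cells. Between genotypes with H_2_O_2_ it was −0.00858 without replicate 1 of H_2_O_2_-treated TβRII-/- PT cells, −0.534 without replicate 1 of H_2_O_2_-treated TβRII flox/flox PT cells and 0.0593 without its replicate 3. By gene, H_2_O_2_ raised all 7 tested mtDNA-encoded genes in TβRII flox/flox PT cells at an adjusted p under 0.05 (7 adjusted over the list alone), with a median log2 fold change of 0.36. The median with deletion was 0.20, with 4 of 7 past the threshold (4 adjusted over the list alone). As a list they passed in camera for H_2_O_2_ in TβRII flox/flox PT cells (adjusted p = 0.00487) but not for deletion (0.536). With an estimated correlation neither passed (0.455 and 0.900), and with fry both did (0.0135 and 0.0428).

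Only 7 of the 13 mtDNA-encoded protein genes could be tested. The other 6, mt-Nd3, mt-Nd4l, mt-Co2, mt-Co3, mt-Atp6 and mt-Atp8, had at most 6 counts in any library, against at least 3084 for the counted genes. Each of the 6 matched a stretch of chromosome 1 of GRCm39 between 24651485 and 24654646 at 100% identity over at least 99.14% of its length. The counted genes had no such match over their whole length: the highest identity of a whole-length match was 97.6%, for mt-Co1, and mt-Nd4 matched the neighbouring bases 24650616 to 24651491 of chromosome 1 over 63.6% of its length. This is consistent with reads that align equally well to mtDNA and to the nuclear copy being left out of the authors' counts. The mtDNA share is thus a share over 7 genes.

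The paper's statement that deletion mimicked an effect of H_2_O_2_ is about mtDNA replication. Whether deletion and H_2_O_2_ had similar effects on transcripts was examined here. Across the genes tested, which are not independent replicates, the log2 fold changes of deletion and of H_2_O_2_ in TβRII flox/flox PT cells had a Pearson correlation of 0.149. Both share the untreated TβRII flox/flox libraries. Unchanged groups simulated against these libraries gave 0.481 to 0.536, and simulations with effects of the real size that were unrelated gave 0.0468 to 0.0857. With different untreated TβRII flox/flox libraries in each comparison the median was 0.0620 (range 0.0294 to 0.106). Both contrasts called 559 genes, against 265 expected for independent contrasts, and 385 of the 559 (68.9%) changed in the same direction. The contrasts share libraries and are not independent. The simulations covered only the correlation, so neither number shows a common effect. The simulated and separate-library values came from mean log counts with a prior count of 0.5, whereas 0.149 came from edgeR's fold changes. Their gap to 0.149 therefore mixes a change of measure with the sharing of libraries. By Spearman's method the same fold changes gave 0.0464. The measure, the shared libraries and a small common effect cannot be told apart, also because 3 libraries leave few for each side.

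The lower share of changed genes among mitochondrial families was checked against expression and background. Against 10000 lists matched on expression the ratio for the 4 families together was 0.387 (permutation p = 2e-04), and against all protein-coding genes 0.501. For the 4 families together, neither their expression nor the choice of background accounts for the lower share. Taken alone, ribosomal proteins also stayed past the threshold in both checks (ratios 0.243 and 0.333). Complex I, complexes II to V and import did not pass it in either check.

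In untreated TβRII-/- PT cells, the median change differed between chromosomes. The median log2 fold change relative to the genome's was 0.35 for chromosome 15, 0.30 for chromosome 2, 0.26 for chromosome 5, 0.15 for chromosome 16, −0.33 for chromosome 18, −0.15 for chromosome 3 and −0.14 for chromosome 13. All 7 lay beyond the largest shift in 10000 shuffles of genes over chromosomes, 0.13. After correction for GC content, length and expression the largest shift was 0.33, and 7 chromosomes were past every shuffle, with chromosomes 7 and 19 in place of 3 and 13, so these properties do not account for the larger shifts. The shifts were nearly the same with H_2_O_2_ (Pearson correlation across chromosomes 0.991). In TβRII flox/flox PT cells the largest shift with H_2_O_2_ itself was 0.0429 in size. A candidate explanation is a difference in chromosome copy number between the lines. In windows of 25 neighbouring genes, all 38 windows of chromosome 2 and all 19 of chromosome 15 were above the genome's median, and all 14 of chromosome 18 were below it. Chromosomes 5 and 16 were displaced in segments. On chromosome 5 the first 25 windows, up to 136123066 of GRCm38.p6, were all above the genome's median (median 0.39) and the 6 after it were all below (median −0.70). On chromosome 16 the first 10 windows, up to 43626137, were all above it (median 0.31) and the 5 after them all below (median −0.28). Chromosomes outside the 7 also held such stretches: all 8 windows of chromosome 8 from 105326341 on were below (median −0.36). These breakpoints were chosen from the values. Over the 7 chromosomes 89.24% of 158 windows lay on their chromosome's side, whereas shuffling genes within chromosomes gave 91.8% to 99.4%, so the displacement was less even than a uniform shift of each chromosome would give. Copy number was not measured, and it cannot be told apart here from regional changes in expression. The window test was first looked at for chromosomes 2 and 15 and then run on all 7.

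The paper states that the cells came from male mice. All 179 genes listed on chromosome Y, 150 of them protein-coding, had 0 counts in all 12 libraries. The X-linked copies of Ddx3y, Uty, Kdm5d and Eif2s3y had between 430 and 10390 counts, so depth does not account for it. The Y-linked transcripts differed from their best match in another gene by at least 13.6 mismatches per 100 bases, so reads shared with the X-linked copies do not either. On other chromosomes 28.6% of genes had no count in any library, against all on Y. A chromosome Y left out of the authors' alignment or counting and cells that lack it cannot be told apart from the counts.

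Transcripts of other proteins that the paper names were as follows between untreated genotypes (edgeR's quasi-likelihood test, Benjamini-Hochberg). Polg decreased from 1635 ± 161 to 1308 ± 34.3 normalized counts (SD, n = 3; log2 fold change −0.32, adjusted p = 7.71e-05). Ndufb8 increased from 2381 ± 268 to 4255 ± 122 (0.84, adjusted p = 1.34e-12), and Coq2 from 395 ± 40.9 to 492 ± 43.5 (0.32, adjusted p = 0.00369). The paper reports less NDUFB8 protein, a different measure, in mitochondria of TβRII-/- PT cells, opposite to the direction of the transcripts. Cgas increased (1.12, adjusted p = 6.95e-10) and Sting1 decreased (−2.44, adjusted p = 4.67e-14). Medians of 25 neighbouring genes were 0.55 around Coq2, larger than its change, and −0.36 around Sting1. The paper has Pink1 lower in TβRII-/- PT cells, and its methods list Pink1 among antibodies for immunoblots. Pink1 transcripts, a different measure, did not differ (0.22, adjusted p = 0.103), but passed as higher without replicate 2 of untreated TβRII flox/flox PT cells (0.30, adjusted p = 0.0398) and without replicate 3 of untreated TβRII-/- PT cells (0.31, adjusted p = 0.0286). Over all alternatives the adjusted p was between 0.0286 and 0.376. The paper reports Coq2, Cgas and Sting in vivo, not in these cells.

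Of factors the paper discusses as possibly maladaptive in vivo, Igf1 and Igf2 both fell in TβRII-/- PT cells (2 adjusted over the list alone), 5 of 6 tested Cxcl ligands rose (6 past an adjusted p of 0.05 in edgeR, 6 adjusted over the list alone), and of 5 tested Fgf ligands 2 passed (2 adjusted over the list alone), in opposite directions. As lists in camera, Cxcl and Fgf ligands did not pass between untreated genotypes (adjusted p = 0.0660 and 0.919). Cxcl ligands were higher in TβRII-/- PT cells with fry (2.43e-06) and not past the threshold with an estimated correlation (0.502). Between genotypes with H_2_O_2_ they passed in camera (0.0143), but not with an estimated correlation (0.362). Of 10 proximal tubule markers tested, all had an adjusted p under 0.05 (10 adjusted over the list alone); 3 rose and 7 fell, with a median log2 fold change of −0.67. Of 7 markers of injury and fibrosis, 6 passed (6 adjusted over the list alone). Krt20 and Lcn2 rose (3.50 and 3.85), 4 fell, and the median was −0.24; Havcr1 did not differ (0.03, adjusted p = 0.853). Neither list passed in camera (adjusted p = 0.536 and 0.259) or with an estimated correlation, and both did with fry, the first as lower (0.00520) and the second as higher (5.38e-07).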
